# The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice

**DOI:** 10.1186/s40168-021-01050-9

**Published:** 2021-04-20

**Authors:** Sharon Ann Barretto, Frederic Lasserre, Marine Huillet, Marion Régnier, Arnaud Polizzi, Yannick Lippi, Anne Fougerat, Elodie Person, Sandrine Bruel, Colette Bétoulières, Claire Naylies, Céline Lukowicz, Sarra Smati, Laurence Guzylack, Maïwenn Olier, Vassilia Théodorou, Laila Mselli-Lakhal, Daniel Zalko, Walter Wahli, Nicolas Loiseau, Laurence Gamet-Payrastre, Hervé Guillou, Sandrine Ellero-Simatos

**Keywords:** Gut microbiota, Liver, Pregnane X receptor, NR1I2, Xenobiotic metabolism, Fatty acid metabolism, Transcriptomics

## Abstract

**Background:**

The gut microbiota–intestine–liver relationship is emerging as an important factor in multiple hepatic pathologies, but the hepatic sensors and effectors of microbial signals are not well defined.

**Results:**

By comparing publicly available liver transcriptomics data from conventional vs. germ-free mice, we identified pregnane X receptor (PXR, NR1I2) transcriptional activity as strongly affected by the absence of gut microbes. Microbiota depletion using antibiotics in *Pxr*^*+/+*^ *vs Pxr*^*-/-*^ C57BL/6J littermate mice followed by hepatic transcriptomics revealed that most microbiota-sensitive genes were PXR-dependent in the liver in males, but not in females. Pathway enrichment analysis suggested that microbiota–PXR interaction controlled fatty acid and xenobiotic metabolism. We confirmed that antibiotic treatment reduced liver triglyceride content and hampered xenobiotic metabolism in the liver from *Pxr*^+/+^ but not *Pxr*^-/-^ male mice.

**Conclusions:**

These findings identify PXR as a hepatic effector of microbiota-derived signals that regulate the host’s sexually dimorphic lipid and xenobiotic metabolisms in the liver. Thus, our results reveal a potential new mechanism for unexpected drug–drug or food–drug interactions.

Video abstract

**Supplementary Information:**

The online version contains supplementary material available at 10.1186/s40168-021-01050-9.

## Background

A vast ensemble of microorganisms, the gut microbiota, profoundly affects many aspects of its mammalian host physiology [1–4]. An imbalanced gut microbiota composition, together with host genetic characteristics and environmental factors (diet, drugs,…), is therefore suspected to lead to the development of a range of immune- and metabolic-mediated diseases. Among these, nonalcoholic fatty liver disease (NAFLD) is a common clinical syndrome currently affecting 25% of the general population [5] and characterized by the accumulation of triglycerides in hepatocytes. NAFLD contributes to insulin resistance, type 2 diabetes and cardiovascular risk and can evolve to nonalcoholic steatohepatitis (NASH) and eventually cirrhosis and hepatocellular carcinoma [6]. Several preclinical and human cross-sectional studies have demonstrated a relationship between alteration in the gut microbiota composition and NAFLD pathogenesis [7–10].

The liver receives 75% of its blood supply from the hepatic portal vein, which transports nutrients and xenobiotics from the gastrointestinal tract to the liver for processing before their metabolites reach the rest of the body. Multiple hepatic signaling pathways are sensitive to the gut microbiota, including bile acid synthesis [11], urea cycle [12], choline metabolism [13], oxidative stress [14], lipid metabolism [15] and xenobiotic metabolism [16, 17]. Several mechanisms are involved in the bidirectional relationship between the gut microbiota and the liver [18, 19]. Gut microbes can raise the permeability of the intestinal epithelium [20], which increases translocation of bacterial fragments and endotoxins into the portal circulation and liver: this metabolic endotoxemia can induce hepatic fat accumulation [21]. Translocation of gut microbiota-derived endotoxins can also lead to inflammasome deficiency and potentially the recruitment and activation of hepatic immune cells, which contribute to liver disease progression [22]. Another mechanism is through the production of bacterial metabolites derived from dietary substrates that can reach the portal blood and affect the host’s health [4]. The main end-products of bacterial metabolism are short-chain fatty acids, branched-chain amino acids, tryptophan-derived metabolites and choline derivatives, all of which have been associated with liver physiology and metabolic diseases [10, 13, 23–25].

Thus, the gut microbiota–intestine–liver relationship is emerging as an important factor in physiology but the molecular players involved in these interactions have yet to be identified. Transcription factors from the nuclear receptor superfamily are natural candidates, as they can sense fluctuating levels of nutrients and xenobiotics and promptly adapt hepatic metabolism by modulating gene transcription. Here, we took a global approach to identify potential hepatic effectors of gut microbial signals by performing transcription factor enrichment analysis on previously published mRNA expression datasets from germ-free (GF) vs. conventional (Conv.) mice. We identified PXR as a nuclear receptor whose transcriptional activity was strongly affected in the absence of gut microbes, in accordance with previous work that identified gut microbial metabolites activating PXR in the intestinal epithelium [26]. We used *Pxr*^+/+^ *vs. Pxr*^-/-^ C57BL/6J mice treated with antibiotics (ATB) to elucidate metabolic pathways controlled by the microbiota–PXR interactions and demonstrated that, in physiological conditions, this interaction affects both hepatic fatty acid and xenobiotic metabolism in a sexually dimorphic way.

## Methods

### *In vivo* studies

All mice were housed at 21–23 °C on a 12-h light (ZT0–ZT12)/ 12-h dark (ZT12–ZT24) cycle and allowed free access to the diet (Teklad Global 18% protein rodent diet) and tap water. ZT stands for Zeitgeber time; ZT0 is defined as the time when the lights are turned on.

For the experiment with pharmacological activation of PXR using pregnenolone 16α-carbonitrile (PCN), the control mice were 6-week-old wild-type C57BL/6J male mice purchased from Charles River and are named as wild-type “WT” mice throughout the manuscript. The *Pxr*^*-/-*^ animals (backcrossed on the C57BL/6J background) were originally engineered in Pr. Meyer’s laboratory [27]. Six-week-old WT male mice and *Pxr*^*--/-*^ animals were acclimatized for 2 weeks, then randomly allocated to the different experimental groups: WT CONT, WT PCN, *Pxr*^*--/-*^ CONT and *Pxr*^*--/-*^ PCN (*n* = 6 (one cage) per group). PCN-treated mice received a daily intraperitoneal injection of PCN (100 mg/kg, Bertin Bioreagent) in corn oil (Sigma Aldrich) for 4 days, while control mice received corn oil only. Mice were killed at ZT6, 6 h after the last PCN injection.

To avoid potential biases due to different breeding facilities, a specific breeding strategy was used for the rest of the experiments. The *Pxr*^*-/-*^ mice were crossed with C57BL/6J mice, thus generating new *Pxr*^*+/-*^ mice in our animal facility. These new *Pxr*^+/-^ mice were bred together and gave birth to true *Pxr*^+/+^ and *Pxr*^-/-^ littermate mice, which were then separated by sex and genotype as soon as possible after weaning and genotyping. Therefore, at 5 weeks, mice were randomly allocated to the different experimental groups: male *Pxr*^*+/+*^ control (Cont), male *Pxr*^*+/+*^ ATB, male *Pxr*^*-/-*^ Cont, male *Pxr*^*-/-*^ ATB, female *Pxr*^*+/+*^ Cont, female *Pxr*^*+/+*^ ATB, female *Pxr*^*-/-*^ Cont and female *Pxr*^*-/-*^ ATB (each experimental group containing *n* = 8 animals). Moreover, to avoid potential cage effects, each experimental group consisted of 2 separated cages. Six-month-old mice were subsequently treated or not with ATB in drinking water for 2 weeks as described previously [28]: three antibiotics were dissolved in tap water and were provided in the animal bottles for 2 weeks: ampicillin (1g/L, Euromedex), neomycin (1 g/L, Sigma-Aldrich) and vancomycin (0.5 g/L, MP Biomedicals). The antibiotic solutions were prepared fresh every 3 days. Antibiotics delivery was controlled through following of water intake per cage (Additional file 1A&C). Efficiency of antibiotic treatment was verified through measurement of caecal weight, fecal colony counting and caecal short-chain fatty acid determination using ^1^H-NMR as previously described [29] (Additional file 1). Mice were sacrificed at ZT6.

### Blood and tissue sampling

Blood was collected at the submandibular vein into lithium heparin-coated tubes (BD Microtainer, Franklin Lake, NJ, USA). Plasma was prepared by centrifugation (1500 *g*, 15 min, 4 °C) and stored at – 80 °C. Following euthanasia by cervical dislocation, liver tissue and ceacal content were weighed, snap-frozen in liquid nitrogen and stored at – 80 °C until used.

### Plasma analysis

Alanine transaminase (ALT), high- or low-density lipoprotein (HDL-LDL), total cholesterol, triglycerides and free fatty acids (FFA) were determined using a Pentra 400 biochemical analyzer (Anexplo facility, Toulouse, France).

### Liver neutral lipids

Hepatic samples were homogenized in 2:1 (v/v) methanol/ethylene glycol-bis(B-aminoethyl ether)-N,N,N’,N’-tetraacetic acid (EGTA; 5 mM), lipids corresponding to an equivalent of 2 mg of tissue were extracted (Bligh and Dryer,1959) in chloroform : methanol : water (2.5:2.5:2.1, v/v/v) in the presence of internal standards glyceryl trinonadecanoate, stigmasterol and cholesteryl heptadecanoate (Sigma). Triglycerides, free cholesterol and cholesterol esters were analyzed by gas chromatography on a Focus Thermo Electron system using a Zebron-1 Phenomenex (Phenomenex Zebron-1, England) fused-silica capillary column [5 m; 0:32 mm internal diameter (i.d.); 0:50 lm film thickness]. The oven temperature was programmed to rise from 200 to 350 °C at a rate of 5 °C/min and the carrier gas was hydrogen (0.5 bar). The injector and detector were at 315 °C and 345 °C, respectively.

### Liver fatty acid analysis

To measure all hepatic fatty acid methyl ester (FAME) molecular species, lipids that corresponded to an equivalent of 1 mg of liver were extracted in the presence of the internal standard glyceryl tri-heptadecanoate (2 μg). The lipid extract was transmethylated with 1 mL boron trifluoride (BF3) in methanol (14% solution; Sigma Aldrich) and 1 mL heptane for 60 min at 80 °C and evaporated to dryness. The FAMEs were extracted with heptane/water (2:1). The organic phase was evaporated to dryness and dissolved in 50 μL ethyl acetate. A sample (1 μL) of total FAME was analyzed with gas–liquid chromatography (Clarus 600 system (PerkinElmer), with FAMEWAX fused silica capillary columns (Restek), 30 m × 0:32 mm i.d., 0:25 lm film thickness). Oven temperature was programmed to increase from 110 to 220 °C at a rate of 2 °C/min and the carrier gas was hydrogen (7.25 pounds per square inch (psi)). Injector and detector temperatures were 225 °C and 245 °C, respectively.

### Gene expression

Total RNA was extracted using TRI Reagent® (Molecular Research Center, Cincinnati, OH, USA). RNAs were quantified using Nanodrop (NanoDropTM 1000; Thermo Scientific). Two micrograms of total RNA were reverse transcribed using the High-Capacity cDNA Reverse Transcription Kit (Applied Biosystems TM). The SYBR Green (Applied Biosystems, California) assay primers are presented in Additional file 2. Amplification was performed using an ABI Prism 7300 Real-Time PCR System (Applied Biosystems^TM^). Quantitative real-time polymerase chain reaction (qPCR) data were normalized to TATA-box-binding protein mRNA levels and analyzed with LinRegPCR (version 2015.3).

### Microarray

Microarray experiments were conducted on *n* = 6 mice per group (3 per cage). Total RNA was extracted with TRIzol reagent (Invitrogen, Carlsbad, CA, USA). Gene expression profiles were obtained at the GeT-TRiX facility (GénoToul, Génopole Toulouse Midi-Pyrénées, France) using Sureprint G3 Mouse GE v2 microarrays (8 × 60 K; design; 074,809; Agilent Technologies, Santa Clara, CA, USA) following the manufacturer instructions. Microarray data and experimental details are available in NCBI’s Gene Expression Omnibus (Edgar, Domrachev, & Lash, 2002) and are accessible through GEO Series accession numbers GSE123804 and GSE156837.

### DNA extraction from caecal content

DNA was isolated from the caecal content of mice using QiAamp Fast Stool Kit (Qiagen, Hilden, Germany) using manufacturer instructions after mechanical lysis with 5-mm steel beads for 3 min at 30 Hz with a Tissue Lyser (Qiagen). The quality and quantity of DNA extracts were analyzed by agarose gel electrophoresis (1% agarose in 0.5X TBE) and NanoDrop 2000 UV spectrophotometer (Thermo Scientific).

### 16S rDNA gene sequencing

The microbial population present in the caecal content of mice was determined using next-generation high-throughput sequencing of variable regions of the 16S rRNA bacterial gene for *n* = 7 mice per group. DNA from feces was isolated and amplified in a strictly controlled environment at Vaiomer SAS (Labège, France) using a stringent contamination-aware approach described and discussed previously [30]. The workflow performed at VAIOMER (France) included library construction and sequencing and PCR amplification performed using 16S universal primers targeting the V3–V4 region of the bacterial 16S ribosomal gene (Vaiomer universal 16S primers). The joint pair length was set to encompass a 476-pb amplicon (using *Escherichia coli* 16S as a reference) using a 2 × 300 paired-end MiSeq kit v3. For each sample, a sequencing library was generated by addition of sequencing adapters. The detection of the sequencing fragments was performed using MiSeq Illumina technology. The targeted metagenomic sequences from microbiota were analyzed using the bioinformatics pipeline established by Vaiomer from the FROGS v1.4.0 guidelines [31]. Briefly, after demultiplexing of the bar-coded Illumina paired reads, single-read sequences were cleaned and paired for each sample independently into longer fragments. Operational taxonomic units (OTU) were produced via single-linkage clustering and taxonomic assignment was performed in order to determine community profiles. The PhyloSeq v1.22.3 R package was used to provide a set of classes and tools to facilitate the import, storage, analysis and graphical display of microbiome census data (including alpha and beta diversity analysis). The samples with fewer than 5000 sequences after FROGS processing were not included in the statistics (rarefaction analysis, alpha diversity, beta diversity-multidimensional scaling). The raw sequencing data are available at EMBL-EBI’s European Nucleotide Archive (ENA) and are accessible through accession number PRJEB39629.

### Testosterone hydroxylation assay

#### Chemicals

Acetic acid, ethanol, NaCl, potassium dihydrogen phosphate, dibasic potassium phosphate, monobasic sodium phosphate, dibasic heptahydrate sodium phosphate, potassium sodium tartrate tetrahydrate, glycerol, Folin & Ciocalteu’s phenol reagent, albumin from bovine serum, anhydrous sodium carbonate, NADP, D-glucose 6-phosphate sodium salt, glucose-6-phosphate dehydrogenase, MgCl, 1-chloro-2,4-dinitrobenzene, reduced L-glutathione and testosterone were purchased from Sigma-Aldrich Merck (Saint Quentin Fallavier, France). Acetonitrile and methanol (high-performance liquid chromatography (HPLC) grade) were purchased from Thermo Fisher Scientific (Waltham, MA, USA). Ammonium acetate, sodium hydroxide and copper sulfate were purchased from VWR (Fontenay-sous-Bois, France). Flo-Scint™ II and Ultima Gold™ liquid scintillation cocktails were purchased from PerkinElmer (Courtabœuf, France). Ultrapure water produced by a Milli-Q system (Millipore, Saint-Quentin-en-Yvelines, France) was used for the preparation of HPLC mobile phases. [^14^C]-testosterone (specific activity: 2.18 GBq/mmol; 98.8% pure) was purchased from PerkinElmer. Standards of testosterone metabolites were purchased from Steraloids (Newport, RI, USA) or from Sigma-Aldrich.

#### Subcellular fraction preparation and protein content

Following mice euthanasia, livers were collected and immediately perfused using 0.9% NaCl. They were weighed and frozen in liquid nitrogen until subcellular fraction preparation. Livers were thawed and homogenized at 4 °C using a Potter-Elvehjem Teflon glass homogenizer in 4 volumes/g of ice-cold 0.1 M sodium/phosphate buffer, pH 7.4. Microsomal and cytosolic hepatic fractions were obtained after two centrifugation steps at 4 °C (20 min at 9000*g* and 70 min at 105,000*g*). Microsomes were resuspended with gentle homogenization in 1 mL/g of ice-cold 0.1 M sodium/phosphate buffer, pH 7.4 with 20% glycerol (v/v). Subcellular fractions were stored at – 80 °C until use. The protein content of subcellular fractions was determined using the Lowry et al. (1951) method [32].

#### [^14^C]-testosterone incubations

Mice hepatic microsomes (0.5 mg proteins/mL) were incubated at 37 °C under shaking with 10 μM [^14^C]-testosterone (3.58 kBq per incubation in 5 μL ethanol) fortified with unlabeled testosterone. Incubations were performed in a final volume of 0.5 mL in 0.1 M sodium/phosphate buffer pH 7.4 with 5 mM MgCl_2_. Incubations were initiated using a NADPH generating system: 1.3 mM NADP, 5 mM glucose-6-phosphate and 1 IU glucose-6-phosphate dehydrogenase. The kinetics of testosterone metabolite formation was established between 10 and 60 min. An incubation time of 20 min was selected in order to ensure a linear formation of testosterone metabolites. Incubations were stopped with 1.5 mL methanol, kept 30 min on ice and centrifuged 10 min at 6500*g*, 4 °C. For the liquid chromatography-mass spectroscopy (LC-MS) confirmation of major testosterone metabolite structures, additional incubations were carried out using unlabeled testosterone (50 μM) and pooled microsomes (1 mg proteins/mL, pool of 10 PXR control mice) for 30 min, in the same conditions.

#### Radio-HPLC profiling and quantification

Incubation media were individually analyzed by radio-HPLC for testosterone metabolite profiling and quantification. Reversed-phase high-performance liquid chromatography analyses were performed on an Ultimate-3000 system (Thermo Fisher Scientific) coupled with a flow scintillation analyzer Flo-One Radiomatic™ 610TR (PerkinElmer). The HPLC system consisted of a Nucleoshell RP18 column (250 × 4.6 mm, 5 μm, Macherey-Nagel, Hoerdt, France) coupled to a C18 guard precolumn (Nucleoshell RP18 5 μm EC 4/3, Macherey-Nagel), maintained at 35 °C. Mobile phases were (A) ammonium acetate buffer (20 mM, adjusted to pH 3.5 with acetic acid) and (B) acetonitrile. The flow rate was 1 mL/min and the injection volume was 500 μL. The gradient 0–35 min A:B from 80:20 to 60:40 (v/v); 35–45 min from 60:40 to 40:60; 45–48 min from 40:60 to 100% B. The system was returned to the initial condition at 51 min and held for another 4 min. Flo-Scint™ II (PerkinElmer) was used as scintillation cocktail, at a flow rate of 2 mL/min, and with a 500-μL detection cell. Each incubation medium (800 μL, *ca.* 1.5 kBq) was evaporated to dryness and reconstituted in mobile phase A:B 80:20 (v/v) prior to HPLC injection. Reversed-phase (RP)-HPLC profiles were processed with the A500 software (PerkinElmer). All peaks above 4% of the detected radioactivity were quantified for each animal.

#### Mass spectrometry analysis

Unlabeled testosterone incubation media were analyzed by LC-MS using the same HPLC conditions. Testosterone metabolite structures were established based on their mass and on the similarity of their retention time with authentic standards. Media were analyzed by LC-MS using a RSLC3000 HPLC system coupled to an HRMS system LTQ Orbitrap XL mass spectrometer (Thermo Fisher Scientific) with a post-column split (0.2 mL/min in the source) using positive electrospray ionization (ESI). The injection volume was 50 μL, the source voltage was 1.80 kV, the capillary voltage was 30V, the capillary temperature was 350 °C, the sheath gas (N_2_) flow (arbitrary unit) was 50, the auxiliary gas (N_2_) flow (arbitrary unit) was 40, the sweep gas (N_2_) flow (arbitrary unit) was 0, and the tube lens offset was 115 V.

### GST activity assay

Glutathione S-transferases’ (GST) specific activities were assessed in cytosolic fractions in 96-well plates. The assay is based on the GST-catalyzed reaction between GSH and the probe substrate CDNB (1-chloro-2,4-dinitrobenzene), which is metabolized by a broad range of GST isozymes. Protein content was between 0.6 and 1.6 μg protein per incubation (controls: 0), to allow a linear measurement of the formation of CDNB-GSH. Incubations were performed in 0.1 M potassium phosphate buffer, pH 6.5, using 2.5 mM reduced L-glutathione. The reaction was initiated by the addition of ice-cold CDNB (2.5 μM final). CDNB-GSH formation was measured by the change in absorbance at 340 nm, recorded every min over 10 min, using a Tecan Infinite 200. Mean GST specific activities (*n* = 5 mice per group) were expressed in nanomoles (nmol) of product formed per minute per milligram of proteins (nmol/min/mg).

### Functional and gene set enrichment analysis

Gene expression datasets comparing hepatic signatures of GF vs. Conv. animals were found on the Gene Expression Omnibus data repository accessed in September 2019. Only data obtained in wild-type mice were considered. Data obtained at different ZT were pooled to increase sample size. Five datasets were available and used in the present analysis (GSE31115, GSE5390, GSE71628 and GSE114400 (males and females)). Differentially expressed genes were calculated using the GEO2R tool for microarray data and using BioJupies [33] for RNA sequencing data. Genes with adjusted *p* values < 0.05 and Ifold changeI > 1.2 were considered differentially expressed. Analyses of transcription factor enrichment were performed with Enrichr [34], by interrogating the TRRUST Transcription Factors 2019 database and reporting adjusted *p* values for mouse transcription factors while discarding human transcription factors.

### Microarray data analyses

Microarray data were processed using R (http://www.r-project.org) and Bioconductor packages (http://www.bioconductor.org, v3.0). Raw data (median signal intensity) were filtered, log2 transformed, corrected for batch effects (microarray washing bath) and normalized using the CrossNorm method [35]. The linear model was fitted using the limma lmFit function [36]. Pair-wise comparisons between biological conditions were applied using specific contrasts. A correction for multiple testing was applied using the Benjamini–Hochberg procedure for false discovery rate (FDR). Probes with FDR ≤ 0.05 and |fold-change| > 1.2 were considered to be differentially expressed between conditions. The gene set list of sexually dimorphic liver genes is based on the comparison between *Pxr*^+/+^ Cont males and *Pxr*^+/+^ Cont females. Genes that show significantly different expression patterns (adjusted *p* value < 0.05 and Ifold-changeI > 1.2) between males and females were considered as male- and female-biased, respectively. The full list of probes with annotated genes, and fold changes, raw *p* values and corrected *p* values for all group comparisons are provided in Additional file 3.

### Sequencing data analyses

The operational taxonomic unit (OTU) files were formatted for linear discriminant analysis effect size (LEfSe) analysis using the per-sample normalization of sum values option, using the R package Phyloseq v1.22.3. The linear discriminant analysis (LDA) effect size (LEfSe) was run using default values (alpha value of 0.05 for both the factorial Kruskal-Wallis test among classes and the pairwise Wilcoxon-Mann-Whitney test between subclasses, threshold of 2.0 for the logarithmic LDA score for discriminative features) and the strategy for multi-class analysis was set to ‘all-against-all’. LEfSe cladograms from the LDA effect size data were generated with Bacteria as the tree root.

### Multi-omics analyses

Bidirectional correlations between caecal OTUs and hepatic transcriptome were investigated using N-integration discriminant analysis with DIABLO, an algorithm that aims to identify a highly correlated multi-omics signature discriminating several experimental groups [37] using the R package Mixomics v6.10.9 [38]. OTUs with a minimal presence of 1% in all samples were kept. Samples were excluded from the microbiota-data if they were not measured in the microarray analyses (i.e. integration was performed on *n* = 6 samples/group). DIABLO models were fitted in males and females separately; we used 2 components in the models, and for the estimation of model parameters, the cross-validation procedure (CV) method was used. For the Circos plot and correlation networks, only correlations with a Spearman’s rank correlation coefficient > 0.9 were plotted.

### Other statistical analyses

GraphPad Prism version 7.0 (San Diego, CA, USA) was used for all remaining analyses and preparation of graphs. For all data displayed in graphs, results are expressed as the mean ± s.e.m. The Kolmogorov–Smirnov test of normality was applied to all data sets, and in cases where the data did not demonstrate a normal distribution, nonparametric tests were used to analyze statistical differences. One-way analysis of variance (ANOVA) and the *post hoc* Tukey test or nonparametric Kruskal–Wallis test followed by a *post hoc* Dunn’s test was used. Differences corresponding to *p* < 0.05 were considered significant.

## Results

### Absence of gut microbiota alters PXR-dependent gene expression in the mouse liver

To investigate the biological functions impacted by gut microbial signals in the liver, as well as transcription factors that could be potential sensors of these signals, we first interrogated previously published microarray and RNAseq datasets comparing the hepatic transcriptomes of GF vs. Conv. mice (Fig. 1a–g). Process and pathway enrichment analysis using genes significantly up- and downregulated in GF mice (Fig. 1b and e, respectively) highlighted xenobiotic metabolism as significantly affected by the absence of gut microbes in most studies. Only one study used both male and female GF mice (GSE114400). Interestingly, in this dataset, gene ontology (GO) terms related to xenobiotic metabolism were significantly enriched in the list of downregulated genes when comparing male GF vs. Conv. males but not when GF vs. Conv. females were compared (Fig. 1e). Looking for upstream regulators of these genes, we found several transcription factors whose biological activity was significantly perturbed in GF mice, among which was PXR (official name NR1I2 [39]), a master regulator of hepatic xenobiotic metabolism (Fig. 1c and f). Again, results from the GSE114400 study illustrate sexually dimorphic results since PXR (NR1I2) was predicted as a significant upstream regulator of the genes that are both over- and under-expressed in GF compared with Conv. male mice (*p* = 0.01 for both up- and downregulated genes), but not in females (*p* > 0.05) (Fig. 1c and f). Accordingly, in all studies in males, the expression of cytochrome P450 (CYP) family 3 mRNA was decreased (Fig. 1g). This result is consistent with reduced PXR activity in GF mice, since PXR is a well-known regulator of CYP3 expression [40, 41], as confirmed here using WT *vs*. *Pxr*^-/-^ male mice treated with the pharmacological agonist of PXR (Fig. 1h–j). These results also suggested a possible sexual dimorphism in the gut microbiota–liver interactions, possibly involving PXR.

**Fig. 1:**
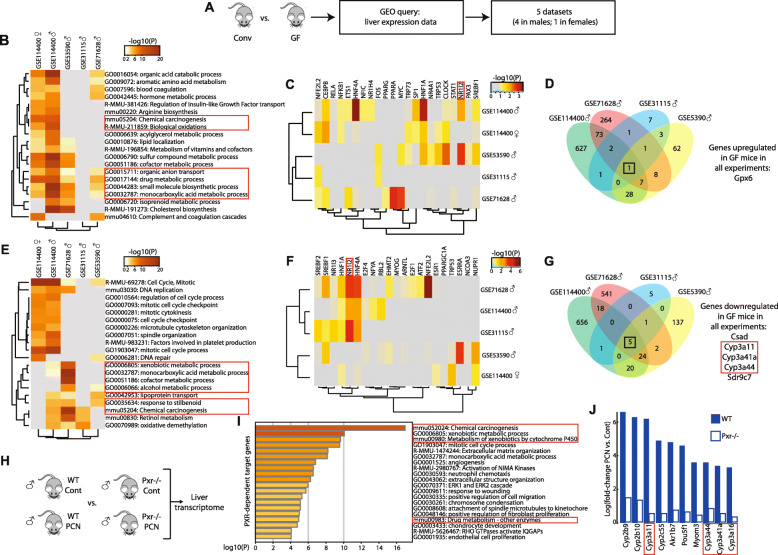
Absence of gut microbiota significantly alters PXR target-gene expression in the liver. **a** Five publicly available gene expression datasets comparing the livers of germ-free (GF) vs*.* conventional (Conv.) mice were selected. **b** Pathway enrichment analysis and **c** transcription-factor enrichment analysis performed on the genes overexpressed in GF vs. Conv mice. **d** Venn diagram showing the number of genes overexpressed in GF *vs*. Conv male mice. **e** Pathway enrichment analysis and **f** transcription factor enrichment analysis performed on the genes underexpressed in GF vs. Conv. mice. **g** Venn diagram showing the number of genes underexpressed in GF *vs*. Conv male mice. **h–j** Confirmation of transcriptomic signature of PXR activation was obtained by comparing the hepatic transcriptome of WT vs. *Pxr*^-/-^ mice treated with PCN, the pharmacological agonist of PXR. **i** Pathway enrichment analysis on the genes overexpressed in PCN-treated vs. vehicle WT mice, but not in PCN-treated vs. vehicle *Pxr*^-/-^ mice. **j** Hepatic genes with the most significant fold change upon PCN treatment in WT mice. Pathways, transcription factors and genes related to drug and xenobiotic processing are framed in red

### PXR deletion induces sexually dimorphic changes in gut microbiota composition and the hepatic transcriptome

To further investigate the PXR–gut microbiota relationship, we used C57BL/6J *Pxr*^+/+^ *vs. Pxr*^-/-^ littermates derived from *Pxr*^*+/-*^ dams and separated from their mothers and from their littermate siblings by sex and genotype after weaning, and analyzed their caecal content microbiota at 6 months. PXR deletion did not change bacterial richness, nor evenness (α-diversity, Additional file 4A&B). Analyses of the β-diversity revealed that the caecal microbiota clustered separately according to sex on the first axis and that separation between the 2 genotypes was observed for males on the second axis (Fig. 2a). Additional PLS-DA analysis confirmed that discrimination between *Pxr*^+/+^ and *Pxr*^-/-^ females was observed on the second PLS-DA axis, while clustering of *Pxr*^*+/+*^ *vs. Pxr*^*-/-*^ males was seen on the third axis (Additional file 4C). Changes in proportion of taxa were characterized using the LEfSe algorithm (Fig. 2b and c and Additional file 4F&G) or Mann–Whitney test (Additional file 4D-H). The major phyla were unaffected upon PXR deletion in males (*p* > 0.05, Additional file 4D), but many taxa were different in abundance using the LEfSe algorithm (*α* < 0.05, Fig. 2b and *p* < 0.05, Additional file 4F) and the Mann–Whitney test (*p* < 0.05, Additional file 4H). Interestingly, these taxa were unaffected by PXR deletion in females (p>0.05, Additional file 4H). At the phylum level, *Pxr*^-/-^ females displayed higher relative levels of *Deferribacteres* (*p* = 0.003) and *Verrucomicrobia* (*p* = 0.006) and several changes at the OTU level compared with *Pxr*^+/+^ females (*p* < 0.05, Additional file 4E). Thus, PXR deletion induced sex-specific changes in the gut microbiota composition.

**Fig. 2:**
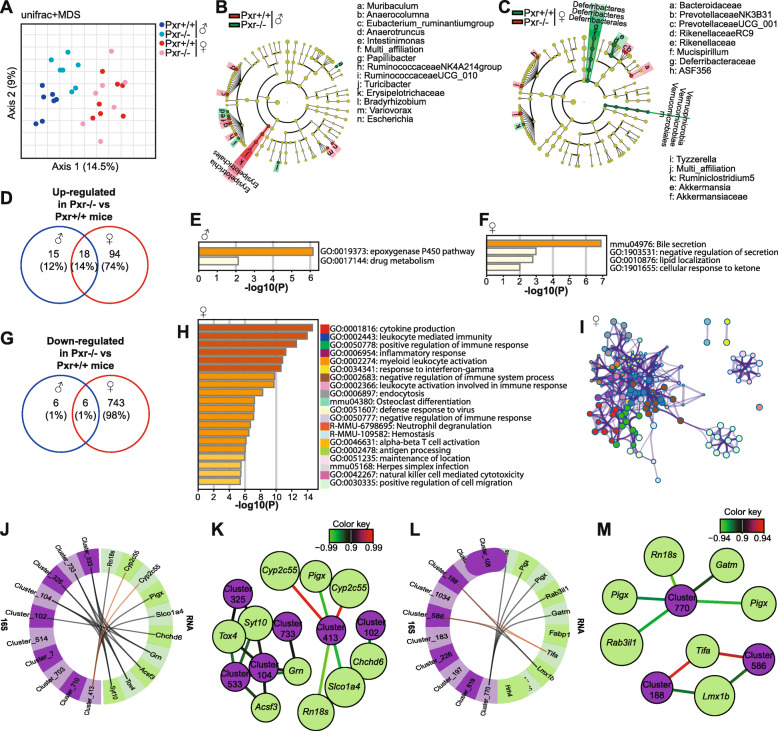
PXR deletion induces sexually dimorphic changes in gut microbiota composition and the hepatic transcriptome. a Unweighted UniFrac multidimensional scaling (MDS) plot based on OTUs (β-diversity). **b** and **c** Circular cladogram generated from LEfSe analysis showing the most differentially abundant genera significantly enriched in microbiota from *Pxr*^+/+^ (green) or *Pxr*^-/-^ (red) males (**b**) or females (**c**). Corresponding LDA scores are presented in Additional file 4F&G. **d** Venn diagram representing the number of genes overexpressed in the liver from *Pxr*^-/-^ vs. *Pxr*^+/+^ mice. **e** Pathway enrichment analysis of the 15 genes overexpressed in *Pxr*^-/-^ *vs*. *Pxr*^+/+^ males. **f** Pathway enrichment analysis of the 94 genes overexpressed in *Pxr*^-/-^ *vs*. *Pxr*^+/+^ females. **g** Venn diagram representing the number of genes underexpressed in the liver from *Pxr*^-/-^ *vs*. *Pxr*^+/+^ mice. **h** Pathway enrichment analysis of the 743 genes overexpressed in *Pxr*^-/-^ *vs*. *Pxr*^+/+^ females. **i** Network plot of the enriched terms depicted in (**h**) colored by cluster ID. **j** and **l** Circos plot representing the correlations between caecal bacterial OTUs (blue side quadrant) and hepatic mRNA (green side quadrant) variables in males (**j**) and females (**l**). Positive and negative correlations are illustrated with orange and black lines, resp. **k** and **m** Relevance network of bacterial OTUs and hepatic transcripts in males (**k**) and females (**m**)

PXR deletion also impacted the liver transcriptome in a sexually dimorphic manner (Fig. 2d–i), much more in female than in male mice (Figs. 2d–f). 

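Hepatic mRNA was measured on 1-color mouse arrays, with 1 array for each of 47 mice in 8 groups (both sexes, *Pxr*+/+ and *Pxr*-/-, control and ATB). Each group held 6 mice, except the *Pxr*-/- control males, with 5, whereas the methods state 6 mice per group and 3 per cage. The cage of each mouse is not given and could not enter any model. The arrays lay on 6 slides that were washed in 3 batches. Every slide held 1 array of each group, apart from slide 1, which held no *Pxr*-/- control male. The deposited intensities are the median brightness of each spot on a linear scale, as the authors read them from the images, with no background subtracted. In control mice, the 75th percentile of this intensity over the gene probes had a median of 371 (range 309.5 to 388.5) in *Pxr*+/+ males and 362 (306 to 386) in *Pxr*-/- males. In females it was 432 (404 to 459) in *Pxr*+/+ and 381.5 (333 to 486) in *Pxr*-/- mice. The median background was between 18 and 19 in these 4 groups. The number of probes well above background had a median of 32424.5 (31184 to 33669) in *Pxr*+/+ males, 32194 (31643 to 32670) in *Pxr*-/- males, 33545 (32454 to 34458) in *Pxr*+/+ females and 32777 (31810 to 33619) in *Pxr*-/- females. The authors filtered the intensities, took their log2, corrected them for the washing bath, normalized them with CrossNorm and fitted a limma model with pairwise contrasts. Steps of the same kinds were run here from the intensities, with the wash batch also kept in the limma model, which the methods do not state. The filter kept probes well above background on at least 5 arrays of at least 1 group, which left 32974 probes of 21873 genes. For CrossNorm, 300 random stacks of 1 array from each of the 8 groups were quantile normalized and averaged. Such stacks leave a shift of whole arrays between groups in place, and quantile normalization of all 47 arrays together removes it. The methods state neither the filter's rule nor how arrays were stacked, and both were chosen here. The limma model held the group and the wash batch, with 1 spread per probe for all 8 groups. A gene was called at an adjusted p of 0.05 or less and a fold change above 1.2 in at least 1 of its probes. A difference between the effects in a pair of groups was tested as an interaction contrast in the same model.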

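The sex of the control *Pxr*+/+ mice was checked on sex-linked genes. *Xist* was at least 10.1-fold lower in males, where it was above background in 0 of 6 mice, and *Eif2s3y*, *Ddx3y* and *Uty* were at least 48.2-fold, 6.59-fold and 5.01-fold higher in males. Of 4 probes of *Kdm5d*, 3 were higher in males (log2 difference 3.27, 1.51 and 1.40, with an adjusted p = 8.64e-29, 4.45e-14 and 1.18e-14), and the one with the highest mean signal did not differ (-0.05, adjusted p = 0.683). Over all 8 groups, *Xist* lay between 7.81 and 8.30 in females and between 4.04 and 4.81 in males on the log2 scale. *Nr1i2*, which encodes PXR, has 1 tested probe (chromosome 16, 38248745 to 38248804 of the mm9 build), and the files do not say where the probe lies relative to the deleted part of the gene. Its signal was not significantly lower in *Pxr*-/- mice (limma, log2 difference -0.28 with standard error 0.18 and adjusted p = 0.99 in control males, and -0.29, 0.17 and 0.324 in control females), and the ranges overlapped in both sexes. *Cyp2c55* (chromosome 19, 39116674 to 39116733) separated the genotypes, and 0 of the *Pxr*-/- mice lay inside the range of the *Pxr*+/+ mice of the same sex and treatment. Its log2 signal was 10.49 ± 0.06 (mean ± SD) in *Pxr*-/- and 8.13 ± 0.33 in *Pxr*+/+ control males, and 10.1 ± 0.59 and 7.67 ± 0.67 in control females.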

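PXR deletion changed 42 genes in control males and 954 in control females. At an unadjusted p below 0.05, limma gave 1511 and 5985 genes. The difference between these 2 effects was itself called for 5 genes, among 1545 at an unadjusted p below 0.05. They were *Slco1a4* (male effect less female effect, log2 -2.42, adjusted p = 9.11e-06), *Tmeff2* (1.72, 0.0125), *Meig1* (1.74, 0.000375), *Cyp2c65* (0.67, 0.00328) and *Cyp2c53-ps* (1.29, 0.0154). In all 5, the change was larger in males than in females. *Cyp2c53-ps* was chosen after its values were seen. With 1 array left out, the number ranged from 3 (without the male *Pxr*-/- Cont replicate 3) to 8 (without the female *Pxr*-/- Cont replicate 1). With only probes well above background on all 47 arrays, it was 2.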

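In control males, 35 genes were higher and 7 were lower in *Pxr*-/- than in *Pxr*+/+ mice. The median log2 change over all probes was -0.04. Of 11 alternatives in the processing, quantile normalization moved the number of higher genes most, to 56, and the authors' processed values moved the number of lower genes most, to 21. By chance, groups of 5 mice against 6 do not overlap, in either direction, in 0.433% of all genes. This rate does not apply to called genes, which were chosen on the same mice, so non-overlap adds no separate evidence. The 2 groups did not overlap in any mouse for 32 of the higher and 6 of the lower genes. The highest log2 fold changes among these were those of *Tmeff2* (2.38, adjusted p = 1.87e-09), *Cyp2c55* (2.36, standard error 0.26, adjusted p = 8.88e-08), *Cyp2g1* (2.07, 0.00321), *Meig1* (1.89, 3.26e-09) and *Adamtsl1* (1.84, 3.26e-09, and 1.15 and 0.50 for its other probes). *Tmeff2* was above background in 2 of 6 *Pxr*+/+ males, so that its fold change rests on values near the floor. A second probe of *Cyp2c55* gave 2.15. *Slco1a4* (chromosome 6, 141754675 to 141754734) fell by 2.92 (standard error 0.21, adjusted p = 1.23e-12), from 10.1 ± 0.33 to 7.18 ± 0.43. Among the called genes with no overlap between the groups, the next largest falls were those of *Apol7b* (-1.54, 1.87e-09), *Mmd2* (-1.24, 0.0017), *Pigx* (-1.05, 1.15e-06) and *Senp5* (-0.98, 1.32e-06). *Pigx* and *Senp5* lie on chromosome 16 at -6.16 and -6.27 Mb from *Nr1i2* and were also lower in *Pxr*-/- females.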

In *Pxr*^*-/-*^ males, 53 genes had significantly higher mRNA levels compared to *Pxr*^*+/+*^ males (Fig. 2d, Additional file 5A). These genes were involved in linoleic acid metabolism (*p* = 1.2 × 10^-11^) and xenobiotic metabolism (*p* = 3.2 × 10^-7^) (Fig. 2e, Additional file 5B). 

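A list of 76 genes of xenobiotic processing, of which 72 were tested, was used for these data. In *Pxr*-/- control males, the mean log2 change of the list exceeded that of all other genes by 0.18, and the median change of its genes was 0.08. Adjusted over the 15 lists of each comparison, the list was higher by camera with a preset correlation of 0.01 (adjusted p = 1.27e-16) but not by fry (adjusted p = 0.306). Under quantile normalization, a test of the lists chosen after seeing the data, fry called it as well (adjusted p = 0.0124). Of its genes, 9 were called over all genes tested, 8 of them higher. When the p-values were adjusted over the list alone, 21 were called, 19 of them higher. The mean of the list in each mouse, less the mean of all other genes, lay above every *Pxr*+/+ control male in 5 of 5 *Pxr*-/- males (2-sided exact permutation test, p = 0.013, or 0.0594 adjusted over the 32 list scores tested). No list of linoleic acid metabolism was tested.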

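Of the genes called in control females, 53 were higher in *Pxr*-/- than in *Pxr*+/+ mice. Among the genes with no overlap between the 2 groups, the largest log2 fold changes were those of *Cyp2c55* (2.43, standard error 0.25, adjusted p = 3.35e-08, and 1.78 for its second probe), *Akr1b7* (2.05, 5.46e-07), *Pla2g12a* (1.83, 6.2e-08), *Rarres1* (1.69, 4.75e-06) and *Ift57* (1.49, 0.000914). Such genes were 15 of the 53. The chance rate of 0.216% for 6 mice against 6, in either direction, is for all genes. It does not apply to genes already called on the same mice. *Ift57* lies 11.52 Mb from *Nr1i2*. The number of higher genes was 127 with normexp background correction and quantile normalization and 23 when only the groups compared were fitted. Without the female *Pxr*+/+ Cont replicate 3 it was 33.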

*Pxr*^*-/-*^ females displayed 110 genes with higher expression compared with *Pxr*^*+/+*^ females (Additional file 5C). These genes were involved in various metabolic pathways related to bile acid and xenobiotic metabolisms (“chemical carcinogenesis”, *p* = 1.4 × 10^-8^; “xenobiotics”, *p* = 1.6 × 10^-7^, “bile secretion”, *p* = 1.1 × 10^-6^), as well as “lipid localization” and “catabolism” (*p* = 6.5 × 10^-4^ and *p* = 4.6 × 10^-3^) (Fig. 2f, Additional file 5D). 

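The genes of the xenobiotic list changed by 0.20 (log2) more than all other genes in *Pxr*-/- control females. Their median change was -0.01, the opposite sign, while the median over all probes was -0.11 in this comparison. Camera called the list higher (adjusted p = 1.33e-11) and fry did not (adjusted p = 0.665), except under quantile normalization (adjusted p = 0.0234). Over all genes tested 4 of its genes were called, all higher, and 8 were called when adjusted over the list alone. In 5 of 6 *Pxr*-/- females the list's mean lay above every *Pxr*+/+ female (2-sided exact permutation test, p = 0.0281, adjusted p = 0.108). The PPARA target list, with 40 genes tested, rose by 0.18 relative to other genes by camera (adjusted p = 2.36e-06) but not by fry (adjusted p = 0.881), with 0 genes called by limma over all genes, 6 at an unadjusted p below 0.05 and 0 adjusted over the list alone. Under quantile normalization, the PPARA target list changed by 0.17 in control females (camera adjusted p = 0.00366, fry adjusted p = 0.379). In control males it went the other way, by -0.27 (camera adjusted p = 2.6e-07, fry adjusted p = 0.336). The difference between the sexes was -0.43 (camera adjusted p = 3.16e-12, fry adjusted p = 0.23). Limma called 0 of its genes in control males over all genes, with 9 at an unadjusted p below 0.05. Lists of bile secretion or lipid localization were not tested.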

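The genes lower in *Pxr*-/- than in *Pxr*+/+ control females numbered 901, or 94.4% of the genes called in this comparison. Under quantile normalization 168 genes were lower and 125 higher, so that 57.3% of the calls were lower. With arrays scaled on their spike-in transcripts, an alternative chosen after seeing the data, 204 genes were lower, 85.7% of the calls. Only the groups compared gave 176 lower genes, and no correction for the wash batch gave 583. Single mice moved the number as well, to 152 without the female *Pxr*-/- Cont replicate 2 and to 2959 without the female *Pxr*-/- Cont replicate 3. The 2 groups did not overlap in any mouse for 239 of the lower genes. The largest falls among these were those of *Gm6135* (log2 -1.41, adjusted p = 0.000785), *Apol7b* (-1.41, 1.87e-08), *Adrb3* (-1.32, 6.11e-06, and -0.46, 0.00947, for its second probe), *A130072N09Rik* (-1.22, 0.00344) and *Pilra* (-1.14, 0.0116). *A130072N09Rik* lies on chromosome 16 (45984049 to 45984108), within 20 Mb of *Nr1i2*. Other probes of *Pilra* gave -1.02 (0.0183) and -0.12 (0.528). Among called genes with no overlap in control males, *Slco1a4* had the largest fall, and in females it fell by 0.50 (adjusted p = 0.146).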

Surprisingly, PXR deletion induced a drastic downregulation of gene expression, almost exclusively in female mice (Fig. 2g, Additional file 5G). These female-specific regulated genes were involved in inflammation- and immunity-related pathways (Fig. 2h, Additional file 5G&H), with the following GO terms as the most significantly enriched: cytokine production (*p* = 1.9 × 10^-12^), leukocyte-mediated immunity (*p* = 3 ×10^-15^) and positive regulation of immune response (*p* = 1.5 × 10^-13^). These different pathways were highly interconnected (Fig. 2i). 

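Marker genes of immune and other liver cell types were tested as lists that share no gene. Of 32 macrophage genes, 31 were tested, and all 31 were lower in *Pxr*-/- than in *Pxr*+/+ control females. The mean log2 change of this list was lower by 0.63 than that of all other genes and its median was -0.80 (camera adjusted p = 2.36e-12, fry adjusted p = 0.0173). With the correlation between its genes estimated (0.655) in place of 0.01, camera gave an adjusted p = 0.359. Over all genes tested 17 of its genes were called lower, and 23 when adjusted over the list alone. Each *Pxr*-/- female lay below each *Pxr*+/+ female in the list's mean (2-sided exact permutation test, p = 0.00216, the smallest that 6 mice against 6 allow, and adjusted p = 0.0138). The values were 0.05 ± 0.14 in *Pxr*-/- and 0.68 ± 0.23 in *Pxr*+/+ females, relative to all other genes. The T and NK cell list, with 25 genes tested, changed by -0.20 relative to other genes (camera adjusted p = 0.00108, fry adjusted p = 0.0224), with 1 gene called over all genes and 13 adjusted over the list alone. The neutrophil list changed by -0.29 and was called by fry (adjusted p = 0.0246) but not by camera (adjusted p = 0.22), with 2 genes called and 3 adjusted over the list alone. The B cell list changed by -0.10 and was called by neither (camera adjusted p = 0.753, fry adjusted p = 0.118), and limma called 0 of its 10 genes over all genes, 1 at an unadjusted p below 0.05 and 0 adjusted over the list alone. Among other cell types, the sinusoidal endothelial list changed by -0.28 (camera adjusted p = 8.8e-07, fry adjusted p = 0.0173), with 7 genes called and 15 adjusted over the list alone. The stellate and fibroblast list changed by -0.21 (camera adjusted p = 0.0199, fry adjusted p = 0.0618), with 1 gene called and 2 adjusted over the list alone. The cholangiocyte list, at 0.17, was higher by camera (adjusted p = 0.013) and not by fry (adjusted p = 0.881). The hepatocyte list, at 0.04, was called by neither (camera adjusted p = 0.719, fry adjusted p = 0.149). Under quantile normalization, fry called neither the T and NK cell (adjusted p = 0.193) nor the neutrophil list (adjusted p = 0.288), camera did not call the cholangiocyte list (adjusted p = 0.209), and the hepatocyte list was lower by 0.05 (camera adjusted p = 0.0307, fry adjusted p = 0.000173).

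**Figure D1:**
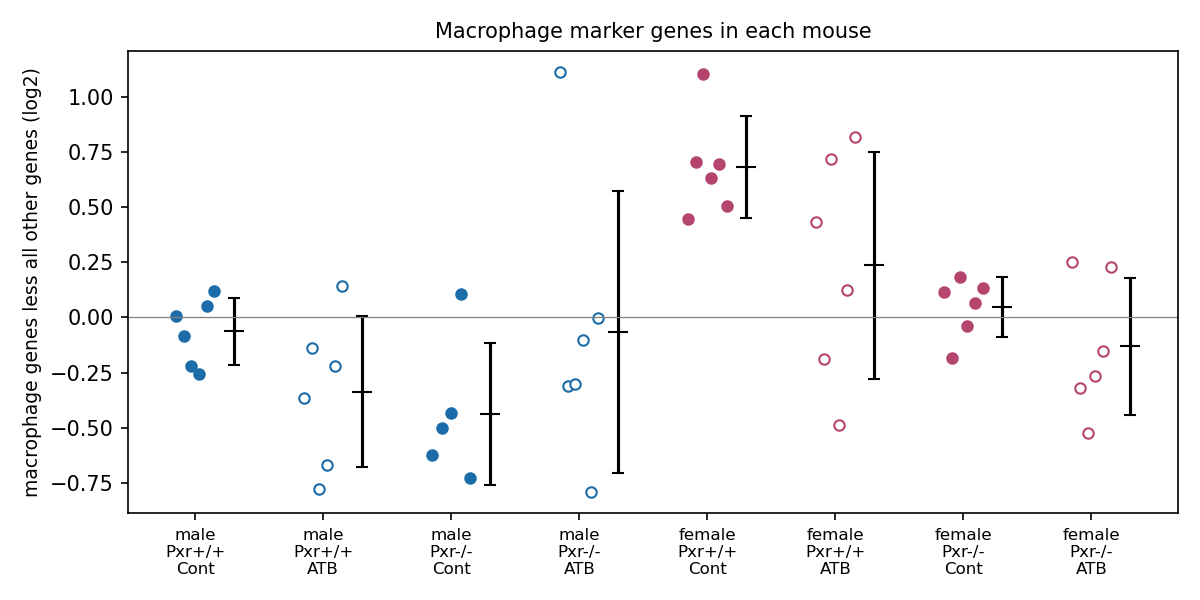
Mean log2 signal of the 31 macrophage marker genes less the mean of all other genes in each mouse, by sex, genotype and treatment. Filled points are control mice, open points ATB-treated mice and bars the mean ± SD of each group; control *Pxr*+/+ females lie between 0.445 and 1.10, above all control *Pxr*-/- females.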

Our data therefore reveal a strong, female-specific constitutive role of PXR in maintaining immune gene expression.

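In control males, the macrophage list was lower in *Pxr*-/- than in *Pxr*+/+ mice by 0.37 relative to other genes (camera adjusted p = 7.43e-07, fry adjusted p = 0.306), with a median change of -0.44. Limma called 0 genes of the list in males, 8 at an unadjusted p below 0.05 and 0 adjusted over the list alone. In 4 of 5 *Pxr*-/- males, the list's mean lay below every *Pxr*+/+ male (2-sided exact permutation test, p = 0.039, adjusted p = 0.125). The fall was 0.26 larger in females, but this difference was not significant (permutation of the sex labels within each genotype, p = 0.428). The sex difference of the list itself widens the permuted values and weakens this test. Fry did not call the difference between the falls either (adjusted p = 0.655), and camera with the preset correlation did (adjusted p = 0.0069). The difference was called for 0 of the list's genes, over all genes or adjusted over the list alone, and limma gave 1 at an unadjusted p below 0.05. The T and NK cell list changed by -0.09 in males (camera adjusted p = 0.0709, fry adjusted p = 0.476). From the lower expression of immune genes in *Pxr*-/- females, the paper concludes that PXR maintains their expression constitutively and in females only.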

The liver is a sexually dimorphic organ [42]. To further analyze the impact of PXR deletion on sexually dimorphic gene expression, we first defined hepatic female- and male-biased genes (see Methods section and Additional file 6). We found 784 male-specific genes in *Pxr*^*+/+*^ mice (Additional file 6A), a vast proportion of which (68%) remained male-specific in *Pxr*^*-/-*^ mice (Additional file 6 B, Additional file 7A). By contrast, only 47% of the 3691 genes defined as female-specific were still found as female-specific in *Pxr*^*-/-*^ animals (Additional file 6D&E, Additional file 7B). 

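In control *Pxr*+/+ mice, 554 genes were male-biased. The largest log2 differences between males and females were those of *Cyp4a12b* (8.25, above background in 1 of 6 females), *Hsd3b5* (7.75, adjusted p = 1.86e-23) and *Elovl3* (7.04, 1.76e-20), and *Cyp4a12a* was at least 251-fold higher in males. Of the 554 genes, 74.55% were also called male-biased in control *Pxr*-/- mice. Quantile normalization gave 1976 male-biased genes, of which 52.18% were male-biased in *Pxr*-/- mice. With only the groups compared in each fit, the share was 57.02%.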

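The number of female-biased genes in control *Pxr*+/+ mice was 7518, or 93.1% of the sex-biased calls, and the median log2 difference of males from females over all probes was -0.20. Under quantile normalization 2015 genes were female-biased, 50.5% of the calls. *Sult2a1* (log2 -10.50) and *Sult2a2* (-10.73, above background in 1 of 6 males) were among the genes with the largest differences. Among control *Pxr*-/- mice, 3507 genes were female-biased, or 84.7% of the calls, with a median of -0.12 over all probes and 47.9% of the calls under quantile normalization. Of the 7518 genes, 38.69% were called female-biased in control *Pxr*-/- mice as well. The share moved to 52.9% under quantile normalization, about that of the male-biased genes, and to 17.38% when only the groups compared were fitted. Without the female *Pxr*-/- Cont replicate 3 it was 22.66%.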

Hierarchical clustering of all genes significantly regulated in both male and female *Pxr*^*+/+*^ and *Pxr*^*-/-*^ animals confirmed that, although the vast majority of the sexually dimorphic genes remained sexually dimorphic upon PXR deletion (clusters 2, 3 and 5), a large cluster of 1419 genes (cluster 1) lost its female-biased expression, due to a significantly lower expression in *Pxr*^*-/-*^ compared with *Pxr*^*+/+*^ females, while no difference was observed in males (Additional file 7C&D). Interestingly, these genes are mostly those involved in immune processes, as described previously (Additional file 7E). Therefore, PXR deletion led to partial masculinization of the female liver for a portion of genes involved in hepatic immunity.

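Control females had higher macrophage list scores than control males in both genotypes. In *Pxr*+/+ mice, the list was lower in males by 0.74 relative to other genes (camera adjusted p = 2.24e-06, fry adjusted p = 0.000134), with 26 of its genes called over all genes and 27 adjusted over the list alone. Among *Pxr*-/- mice it was lower in males by 0.48 (camera adjusted p = 0.00249, fry adjusted p = 0.0219), and fry did not call it under quantile normalization (adjusted p = 0.0628). The list score was -0.06 ± 0.15 in *Pxr*+/+ males, below that of the *Pxr*-/- females, and -0.44 ± 0.32 in *Pxr*-/- males. The sex difference of the list changed by 0.26 with PXR deletion, by the interaction tested above.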

Bidirectional correlations between bacterial taxa and hepatic mRNA were also sex-specific (Fig. 2j–m). In males, there was a strong positive correlation between bacteria from the OTU “Cluster 413” (*Ruminococcaceae UCG-005*) and the mRNA level of Cyp2c55, a well-described PXR target gene (*r*^2^ = 0.98, Fig. 1j and k). Altogether, our data show a bidirectional relationship between gut microbes and hepatic PXR that mutually influence each other in a sexually dimorphic way.

### PXR deletion affects the hepatic transcriptional response to gut microbiota depletion

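Livers of ATB-treated mice were run beside those of the control mice, with 1 array of each of the 4 treated groups on each of the 6 slides. Over the gene probes, the 75th percentile of the intensity had a median of 392 (range 351 to 417) in *Pxr*+/+ males, 345.5 (321 to 371.5) in *Pxr*-/- males, 411 (346 to 492.5) in *Pxr*+/+ females and 414 (371 to 448) in *Pxr*-/- females. The number of probes well above background had a median of 32739 (31443 to 33240), 32194 (31067 to 33120), 33379 (32003 to 34379) and 32677.5 (31897 to 33599) in the same order. ATB-treated mice were compared with control mice of the same sex and genotype in the model fitted to all 8 groups, so that the 47 arrays share 1 spread per probe. Each control group also enters the comparison of genotypes, and the 2 comparisons are not independent.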

We then depleted the gut microbiota by antibiotic (ATB) treatment in *Pxr*^+/+^ and *Pxr*^-/-^ mice. As expected, antibiotic treatment significantly increased caecal weight, decreased fecal colony counts and completely abolished short-chain fatty acids in caecal contents, therefore demonstrating successful and homogenous depletion of gut microbes in all animals (Additional file 1). We characterized the extent and impact of gut microbiota sensing by PXR on the host’s hepatic transcriptome. Microbiota depletion affected a much higher number of genes in *Pxr*^+/+^ males than in *Pxr*^*+/+*^ females (Fig. 3b and c, Additional file 8). 

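ATB treatment changed 340 genes in *Pxr*+/+ males, 293 higher and 47 lower, and 4 genes in *Pxr*+/+ females, 1 higher and 3 lower. At an unadjusted p below 0.05, limma gave 5094 and 3093 genes. Leaving out 1 array moved the number in males to 142 (without the male *Pxr*+/+ ATB replicate 5) and the number in females to 159 (without the female *Pxr*+/+ Cont replicate 1). With only the groups compared in each fit, 831 genes were called in males and 0 in females, and with scaling on the spike-in transcripts, chosen after seeing the data, 58 and 2. In males the median log2 change over all probes was 0.10. Higher genes made 86.2% of the calls in males, but 35% under quantile normalization and 37.9% under the spike-in scaling. The difference between the effects in males and females was called for 10 genes, of 3852 at an unadjusted p below 0.05. It was -2.93 (log2) for *Cyp2b10* (adjusted p = 0.00141), -2.43 for *Cyp2b9* (0.00697), -2.06 for *Cyp3a11* (1.61e-06) and 2.65 for *Tff3* (0.0319). The other 6 were *Cyp3a16*, *Cyp3a41a*, *Cyp3a59*, *Paip2b*, *Pknox1* and *Shq1*, of which the last 3 were chosen after their values were seen. Without the female *Pxr*+/+ ATB replicate 4 the number was 6, and without the female *Pxr*+/+ ATB replicate 1 it was 19. *Csad* (log2 -2.48, adjusted p = 0.000124) and *Mypop* (-0.54, 0.0327) were lower with ATB in *Pxr*+/+ females, with no overlap between the groups. A second probe of *Csad* gave -0.64 (0.125) and was not called.

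**Figure D2:**
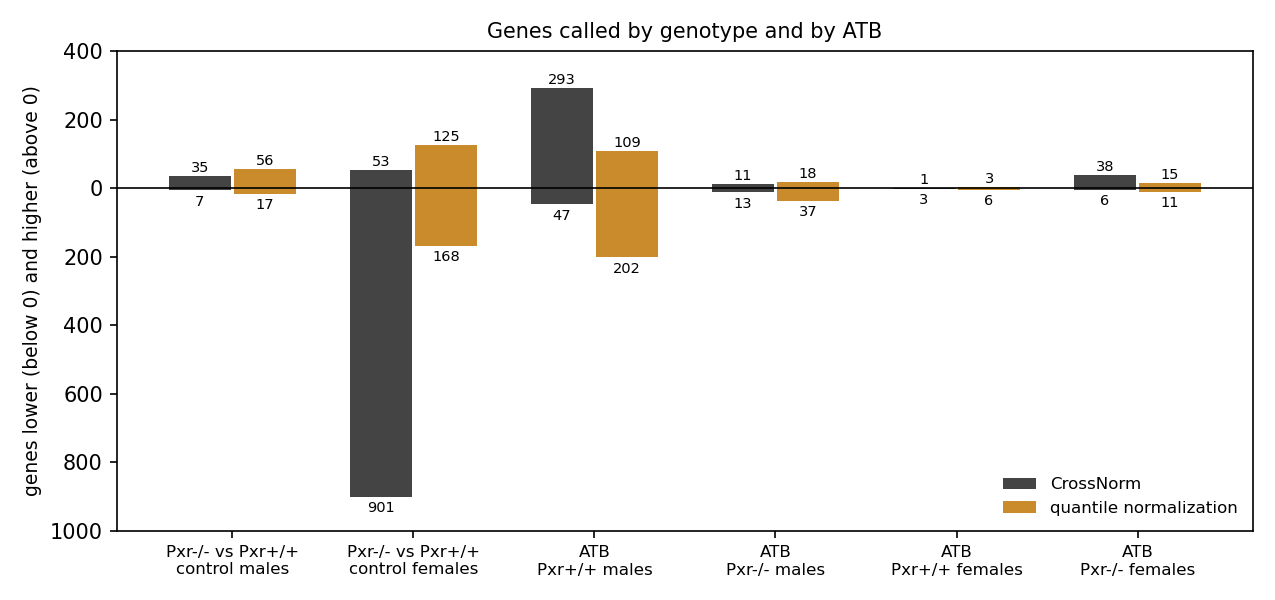
Number of genes called higher (above 0) and lower (below 0) in each comparison after CrossNorm and after quantile normalization of all 47 arrays. In *Pxr*+/+ males, ATB gave 293 higher and 47 lower genes after CrossNorm and 109 and 202 after quantile normalization.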

We confirmed this sex-biased interaction by reanalyzing publicly available data that compared mRNA expression in GF vs*.* Conv. male and female mice [43]. The number of significantly differentially expressed genes between GF and Conv. males was indeed almost twice that between GF and Conv. females (Additional file 9).

**Fig. 3:**
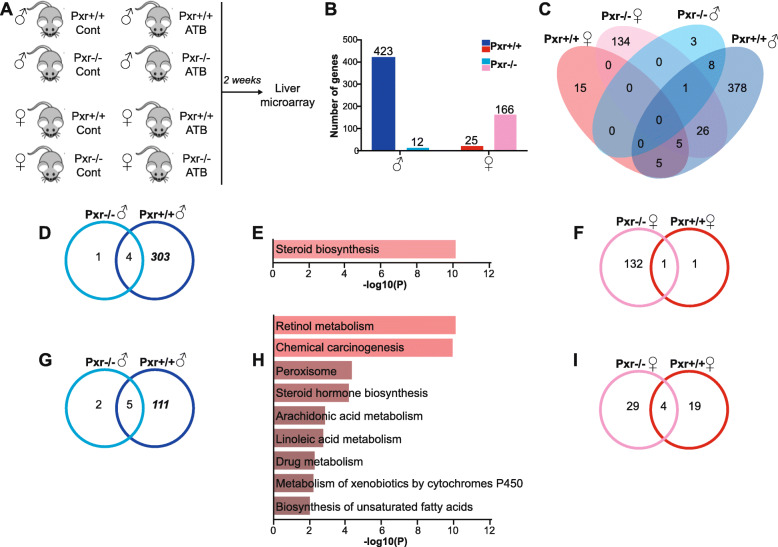
Sexually dimorphic changes in hepatic gene expression associated with microbiota depletion depends on PXR. a Experimental design. *ATB* antibiotics. **b** Number of genes regulated in ATB-treated vs. control mice. **c** Venn diagram representing the number of genes regulated in ATB vs. control mice. **d** Venn diagram representing the number of genes overexpressed in ATB *vs*. control males. **e** Pathway enrichment analysis of the 303 hepatic genes overexpressed in ATB-treated Pxr^+/+^ males. **f** Venn diagram representing the number of genes overexpressed in ATB *vs*. control females. **g** Venn diagram representing the number of genes underexpressed in ATB *vs*. control males. **h** Pathway enrichment analysis of the 111 hepatic genes underexpressed in ATB-treated *Pxr*^+/+^ males. **i** Venn diagram representing the number of genes underexpressed in ATB vs. control females

We next investigated the impact of microbiota depletion on sexually dimorphic gene expression, using the previously defined list of hepatic female- and male-biased genes (Additional file 6). 

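Male-biased genes were compared in the same way between ATB-treated *Pxr*+/+ males and females. Of the 554 genes male-biased in control *Pxr*+/+ mice, 79.24% were also called male-biased after ATB. With quantile normalization, the share of its own male-biased genes was 51.57%.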

A vast proportion of male-specific genes (70%) remained male-specific in ATB-treated *Pxr*^*+/+*^ mice (Additional file 10A). By contrast, only 49% of female-specific genes remained female-biased in ATB treated mice (Additional file 10B). 

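Between ATB-treated *Pxr*+/+ males and females, 2253 genes were female-biased, with a median log2 difference of -0.03 over all probes. Of the 7518 genes female-biased in control *Pxr*+/+ mice, 27.32% were among them. The share was 65.16% of the 2015 female-biased genes under quantile normalization, where it exceeded the share of male-biased genes, and 35.57% when arrays were scaled on the spike-in transcripts, chosen after seeing the data.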

Hierarchical clustering further revealed two clusters of female-specific genes that displayed increased expression upon ATB treatment in male mice only (cluster 4) or mostly (cluster 5), thereby mitigating sexually dimorphic expression of these genes and explaining the observed loss in female-specific genes in ATB-treated mice (Additional file 10C&D).

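Among *Pxr*-/- males, ATB treatment changed 24 genes, 11 higher and 13 lower, of 2062 at an unadjusted p below 0.05. Lower genes made 54.2% of the calls, and 67.3% under quantile normalization. Without the male *Pxr*-/- Cont replicate 2 the number was 7, and it was 70 with normexp background correction and quantile normalization. *Moxd1* (log2 4.25, standard error 0.49, adjusted p = 1.71e-06) rose and *Cyp39a1* (-1.33, 4.95e-05) fell. *Moxd1* was above background in 3 of 5 controls, so that its fold change rests on values near the floor. The difference between the effects of ATB in *Pxr*+/+ and in *Pxr*-/- males was called for 4 genes, of 1723 at an unadjusted p below 0.05, and for 4 under each of the 11 alternatives in the processing. They were *Cyp3a11* (log2 difference -1.84, standard error 0.25, adjusted p = 8.24e-05), *Cyp3a16* (-1.73, 0.000127), *Cyp3a41a* (-1.55, 1.4e-05) and *Cyp3a59* (-1.20, 0.0057), close relatives whose probes can take up one another's signal. *Cyp3a11* (chromosome 5, 146672058 to 146673925) had a signal of 14.15 ± 0.17 in *Pxr*+/+ control and 12.11 ± 0.27 in *Pxr*+/+ ATB males, against 14.71 ± 0.23 and 14.51 ± 0.47 in *Pxr*-/- males. Genes called in *Pxr*+/+ males were followed as a set of 263 genes with 1 probe each. Their mean change, signed by the direction in *Pxr*+/+ males, was 0.615 in *Pxr*+/+ males, where they were chosen and the size is inflated, and 0.289 in *Pxr*-/- males (2-sided exact permutation test, p = 0.00216, the smallest that 5 mice against 6 allow). In *Pxr*-/- males 240 of them (91.3%) changed in the same direction and 16 were called.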

Surprisingly, in *Pxr*^-/-^ males, ATB treatment affected a very low number of genes compared with *Pxr*^+/+^ males (12 vs. 423 resp., Fig. 3b–d and g, Additional file 8). These PXR-dependent genes were mainly involved in lipid and xenobiotic metabolism. 

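The lists of xenobiotic processing, PPARA targets and sterol biosynthesis were tested for ATB in males. The xenobiotic list changed by -0.24 (log2) relative to all other genes in *Pxr*+/+ males, with 6 of 6 ATB-treated mice below every control (2-sided exact permutation test, p = 0.00216, adjusted p = 0.0138). Its median change was 0.05, the opposite sign. Camera called it lower (adjusted p = 3.23e-10) and fry did not (adjusted p = 0.695), except under quantile normalization (adjusted p = 0.000875). Over all genes tested 12 of its genes were called lower and 3 higher, and 16 and 8 when adjusted over the list alone. The same list changed by -0.09 in *Pxr*-/- males (exact permutation test, p = 0.223, camera adjusted p = 0.018, fry adjusted p = 0.711), with 4 genes called and 9 adjusted over the list alone. The difference between the genotypes was -0.15 (camera adjusted p = 8.34e-05, fry adjusted p = 0.778). The PPARA target list changed by -0.47 in *Pxr*+/+ males (camera adjusted p = 2.05e-21, fry adjusted p = 0.156, and under quantile normalization fry adjusted p = 0.00279), with 2 genes called and 10 adjusted over the list alone, and by -0.28 in *Pxr*-/- males (camera adjusted p = 2.23e-07, fry adjusted p = 0.425), where limma called 0 of its genes over all genes, 7 at an unadjusted p below 0.05 and 0 adjusted over the list alone. Because the genes changed in *Pxr*+/+ and not in *Pxr*-/- males, the paper calls them PXR-dependent.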

“Steroid biosynthesis” pathway was significantly enriched among the genes upregulated in ATB-treated males (*p* = 7.5 × 10-^6^, Fig. 3e; Additional file 8B), while chemical carcinogenesis (*p* = 6.4 × 10^-12^), retinol metabolism (*p* = 1.1 × 10^-10^), steroid hormone biosynthesis (*p* = 1.2 × 10^-5^) and metabolism of xenobiotics (*p* = 3.9 × 10^-5^) were among the top-regulated pathways from the genes downregulated in ATB-treated males (Additional file 8D, Fig. 3h). 

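All 19 genes of the sterol biosynthesis list were higher with ATB in *Pxr*+/+ males, by 0.66 (log2) relative to other genes and with a median change of 0.80 (camera adjusted p = 4.9e-16, fry adjusted p = 0.00247). With the correlation between its genes estimated at 0.679, camera gave an adjusted p = 0.128. Of these genes, 9 were called over all genes and 18 adjusted over the list alone. The list score was -0.17 ± 0.37 in control and 0.49 ± 0.13 in ATB-treated *Pxr*+/+ males, and 6 of 6 treated mice lay above every control (2-sided exact permutation test, p = 0.00216). The score of *Pxr*-/- males rose from -0.16 ± 0.17 to 0.18 ± 0.31, a difference of 0.34 (exact permutation test, p = 0.0563, camera adjusted p = 4.72e-07, fry adjusted p = 0.37), with 0 genes called by limma over all genes, 8 at an unadjusted p below 0.05 and 5 adjusted over the list alone. The difference between the genotypes was 0.32 (camera adjusted p = 0.00124, fry adjusted p = 0.368). *Idi1* rose by 1.31 (adjusted p = 0.00438) in *Pxr*+/+ and by 0.71 (0.601) in *Pxr*-/- males. Outside this list, among called genes with no overlap between treated and control mice, *Tff3* (2.76, 1.66e-05), *Sult1e1* (1.90, 0.02) and *Atp6v0d2* (1.58, 0.000147) had the largest rises in *Pxr*+/+ males, and *Atp6v0d2* was also called in *Pxr*-/- males (1.27, 0.0205). Its second probe gave 0.69 (0.0364) in *Pxr*+/+ and 0.61 (0.334) in *Pxr*-/- males.

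**Figure D3:**
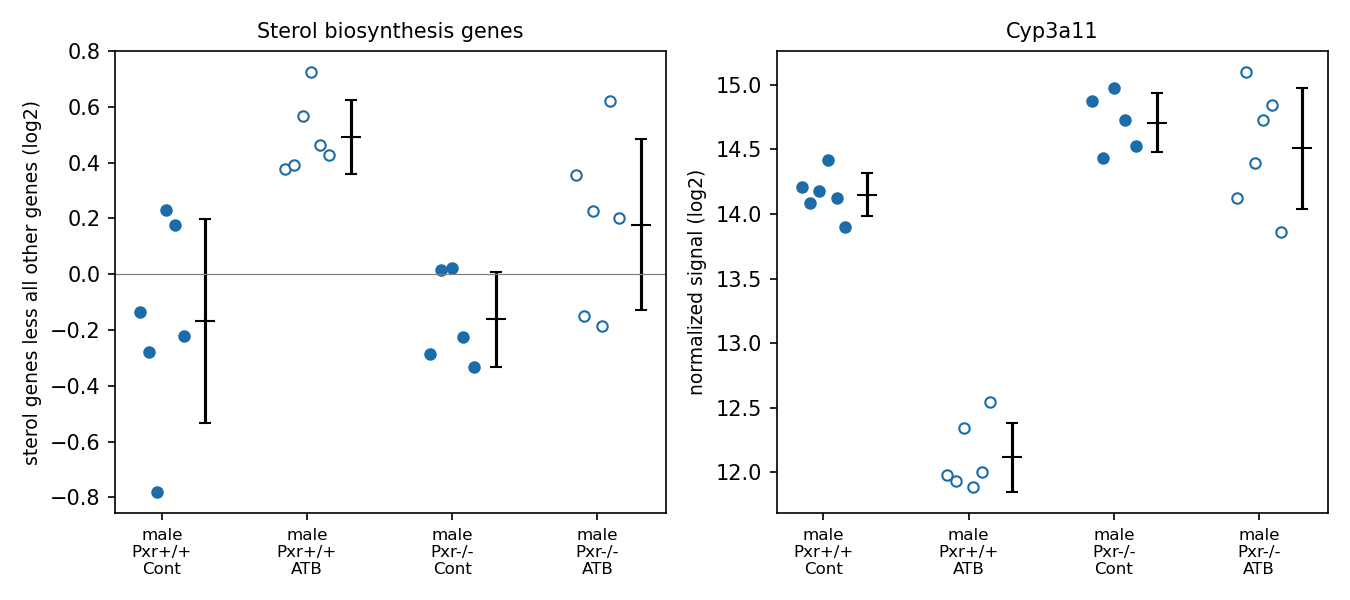
Sterol biosynthesis genes (mean log2 signal of the 19 genes less that of all other genes, left) and *Cyp3a11* (normalized log2 signal, right) in each male. Filled points are control mice, open points ATB-treated mice and bars the mean ± SD; all 6 ATB-treated *Pxr*+/+ males lie above the *Pxr*+/+ controls on the left and below them on the right.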

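Among *Pxr*-/- females, ATB treatment changed 44 genes, 38 higher and 6 lower, against the 4 genes in *Pxr*+/+ females. At an unadjusted p below 0.05, limma gave 3507 genes in *Pxr*-/- females. The difference between the effects in *Pxr*+/+ and *Pxr*-/- females was called for 0 genes, with 3159 genes at an unadjusted p below 0.05. With the authors' processed values it was called for 1 gene. The number of 44 fell to 0 without the female *Pxr*-/- ATB replicate 2 and rose to 316 without the female *Pxr*-/- Cont replicate 3. It was 9 with other random stacks in CrossNorm, an alternative chosen after seeing the data, 7 with no filter on dim probes and 124 with the authors' processed values. Higher genes made 86.4% of the calls, 57.7% under quantile normalization and 33.3% of 3 calls under the spike-in scaling. *Clec2h* (log2 1.63, adjusted p = 0.0126) and *Pde6c* (1.61, 0.0307, and 0.58, 0.0485, for its second probe) rose and *Wfdc2* (-0.91, 0.0485) fell, with no overlap between the 2 groups.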

On the contrary, in *Pxr*^-/-^ females, ATB treatment affected more genes compared with *Pxr*^+/+^ females (166 vs. 25 resp., Fig. 3b, c, f and i, Additional file 8). These 166 genes comprised 57 sex-biased genes, which did not represent a significant enrichment in sex-biased genes (*p* = 0.99 using Fisher exact test). Moreover, pathway enrichment analysis failed to reveal significant PXR-dependent biological pathways affected upon microbiota depletion in females (Fig. 3f and i, Additional file 8G-K).

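Of the 44 genes changed by ATB in *Pxr*-/- females, 21 (47.7%) were sex-biased in control *Pxr*+/+ mice, against 8051 (36.8%) of the 21873 genes tested. The share was not significantly higher (1-sided Fisher's exact test for more sex-biased genes, p = 0.0904; for fewer, p = 0.95). Of the 11 alternatives in the processing, 6 gave a p below 0.05 for more sex-biased genes, and it was 0.000708 with the authors' processed values, where 44 of 124 genes were sex-biased (35.5% against 22.6%). Without the female *Pxr*-/- ATB replicate 5, 1 gene was called and the share was 100%.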

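The lists were also tested for ATB in females. The sterol biosynthesis list changed by -0.16 in *Pxr*+/+ (camera adjusted p = 0.146, fry adjusted p = 0.589) and by 0.09 in *Pxr*-/- females (camera adjusted p = 0.605, fry adjusted p = 0.742), with 0 genes called by limma in each, and 1 and 0 at an unadjusted p below 0.05. The xenobiotic list changed by 0.04 in *Pxr*+/+ (camera adjusted p = 0.0324, fry adjusted p = 0.927) and by 0.10 in *Pxr*-/- females (camera adjusted p = 0.00909, fry adjusted p = 0.488), with 1 gene called in each. The neutrophil list, with 9 genes tested, was lower in *Pxr*+/+ females by 0.50 (camera adjusted p = 0.000136, fry adjusted p = 0.00516), with 0 genes called by limma over all genes, 5 at an unadjusted p below 0.05 and 4 adjusted over the list alone, and in *Pxr*-/- females by 0.33 (camera adjusted p = 0.00365, fry adjusted p = 0.67). For the difference between the genotypes, the sterol list gave -0.25 (camera adjusted p = 0.11, fry adjusted p = 0.575) and the xenobiotic list -0.06 (camera adjusted p = 0.659, fry adjusted p = 0.575). Under quantile normalization, camera called both differences (adjusted p = 0.00628 for each) and the sterol list in *Pxr*+/+ females (adjusted p = 0.0257) but not the xenobiotic list in *Pxr*+/+ females (adjusted p = 0.869).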

Since it has been previously reported that PXR is regulated by circadian rhythm in a sex-dependent manner [44], we confirmed that the expression of *Pxr* and 2 of its main target genes, *Cyp3a11* and *Cyp2c55,* was not significantly different between males and females at the time of sacrifice (Additional file 11). Thus, differences in PXR expression or activity are not likely to contribute to the observed sexually dimorphic microbiota- and PXR-dependent responses.

### PXR is involved in gut microbiota-dependent hepatic fatty acid metabolism

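A list of 23 genes of fatty acid synthesis and elongation changed by -0.10 (log2) relative to all other genes with ATB in *Pxr*+/+ males, with a median change of 0.05, the opposite sign (camera adjusted p = 0.041, fry adjusted p = 0.922). Under quantile normalization camera did not call it (adjusted p = 0.248). It changed by -0.40 in *Pxr*-/- males, with a median of -0.38 (camera adjusted p = 4.72e-07, fry adjusted p = 0.37). The difference between the genotypes was 0.30 (camera adjusted p = 0.015, fry adjusted p = 0.368). Limma called 0 of the 23 genes in either genotype over all genes, 1 in *Pxr*+/+ and 7 in *Pxr*-/- males at an unadjusted p below 0.05, and 0 and 2 adjusted over the list alone. *Fasn* changed by 0.03 (adjusted p = 0.971) in *Pxr*+/+ and -0.53 (0.78) in *Pxr*-/- males, and its sign in *Pxr*+/+ males turned under quantile normalization (-0.11). *Elovl2* changed by -0.16 (0.551) and -0.45 (0.388), *Elovl3* by -0.62 (0.337) and -0.29 (0.921) and *Elovl5* by -0.27 (0.419) and -0.42 (0.668), or by -0.26 and -0.23 and by -0.04 and -0.18 on its other probes. *Fgf21* changed by -1.23 (0.087) and -0.82 (0.724).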

Our data suggest that PXR sensing of the gut microbiota might be involved in fatty acid metabolism. ATB treatment or PXR deletion did not significantly impact circulating lipid levels (Additional file 2I&J). However, ATB-treated *Pxr*^+/+^, but not *Pxr*^-/-^, males, had decreased mRNA levels for several hepatic genes involved in fatty acid synthesis (*Fasn*) and elongation (*Elovl2, 3* and *5*) compared with the respective control males (Fig. 4a). Accordingly, we observed a lower relative abundance of three of the most abundant hepatic fatty acids (C16:0, *p*_adj_ = 7 × 10^-3^, C16:1n-7, *p*_adj_ = 0.02 and C18:1n-9, *p*_adj_ = 1.2 × 10^-4^) (Fig. 4b) and lower hepatic triglyceride content (*p* = 0.03, Fig. 4c) in ATB-treated *Pxr*^+/+^ males compared with *Pxr*^+/+^ control males, while these levels were similar between ATB-treated and control *Pxr*^-/-^ males. In females, there was no PXR-dependent difference in the expression of fatty acid-related genes nor in hepatic triglyceride levels (Additional file 12). Overall, gut microbiota depletion induced a significant remodeling of the hepatic lipids in a PXR-dependent manner in males.

**Fig. 4:**
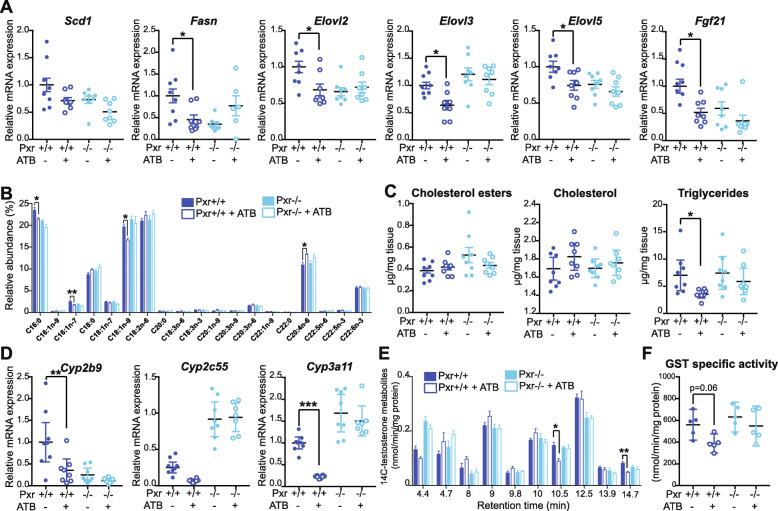
Gut microbiota-dependent changes in hepatic lipid and xenobiotic metabolism are controlled by PXR in male mice. **a** Hepatic gene expression assessed by qPCR. **b** Relative abundance of hepatic fatty acids. **c** Hepatic neutral lipid quantification. **d** Hepatic gene expression assessed by qPCR. **e [**^14^C]-testosterone hydroxylated metabolites obtained from incubation of ^14^C-testosterone with hepatic microsomes (*n* = 5 per group). **f** Glutathione S-transferase-specific activities assessed in hepatic cytosolic fractions (*n* = 5 per group)

### The gut microbiota–PXR interaction controls the host’s hepatic xenobiotic metabolism

Another interesting finding from our microarray data was the strong enrichment of genes related to xenobiotic metabolism. 

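On the arrays, the largest falls with ATB in *Pxr*+/+ males among genes with no overlap between treated and control mice were those of *Cyp2b10* (log2 -3.11, adjusted p = 5.46e-08), *Cyp2b9* (-2.46, 2.27e-06), *Cyp3a11* (-2.04, standard error 0.17, 1.06e-10), *Cyp3a16* (-1.90, 2.92e-10) and *Cyp3a41a* (-1.73, 6.21e-12). Second probes gave -1.63 (4e-05) for *Cyp2b10* and, for *Cyp2c55*, which changed by -1.08 (0.0204), -0.68 (0.0889). In *Pxr*-/- males, *Cyp2b10* (-1.87, 0.0133, and -1.06, 0.0725, for the second probe) and *Cyp2b9* (-1.68, 0.016) were also lower, and the differences between the genotypes of -1.24 and -0.78 were not called (adjusted p = 0.826 for both). When only the groups compared were fitted, *Cyp2b10* and *Cyp2b9* were not called in *Pxr*-/- males. *Cyp3a11* (-0.20, 0.881) and *Cyp2c55* (-0.07, 0.982) were not called in *Pxr*-/- males.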

ATB-treated *Pxr*^+/+^, but not *Pxr*^-/-^, males displayed lower hepatic expression of genes involved in phase I xenobiotic metabolism (Fig. 4d). In order to test the functional consequences of the downregulation of these CYP genes, the regio-selective oxidative metabolism of [^14^C] testosterone in males was measured, using hepatic microsomal subcellular fractions. Testosterone metabolites with peaks at retention times of 10.5 and 14.7 min were significantly lower in ATB-treated vs. control *Pxr*^+/+^ males (*p*_adj_ = 1.5 × 10^-3^ and *p*_adj_ = 0.014 resp., Fig. 4e). The 10.5 min peak was formally identified as 6*β*-hydroxytestosterone (Additional file 13), a product of 6*β-*hydroxylase activity performed primarily by CYP3A11 in mice [16]. Finally, we observed a PXR-dependent decrease in glutathione transferase activity upon ATB treatment in male mice (*p*_adj_ = 0.06, Fig. 4f).

## Discussion

Early in development, the liver directly buds from the foregut. Once differentiated, these two organs are strongly interdependent and multiple lines of evidence demonstrate that disturbance of the gut–liver axis is involved in a number of metabolic diseases linked to obesity, including NAFLD [19]. In the liver, transcription factors from the nuclear receptor superfamily can sense fluctuating levels of nutrients and xenobiotics delivered via the portal vein and promptly adapt hepatic metabolism by modulating gene expression [45]. Therefore, some of these nuclear receptors might be crucial intermediates of microbial signals. Our work links the nuclear receptor PXR and the gut microbiota in a sexual dimorphic manner and highlights previously ignored aspects of the gut–liver cross-talk that could have major implications in sex-based medicine.

Our transcriptomic analysis indeed first revealed a strongly sexually dimorphic hepatic impact of PXR deletion. PXR is highly expressed in the liver and intestine of mammals [46] and was first characterized as a xenosensor that regulates the expression of xenobiotic-metabolizing enzymes and transporters, thereby facilitating the elimination of xenobiotics and endogenous toxic chemicals such as bile acids [40]. PXR activation has been shown to impact both xenobiotic and glucose and lipid metabolism in a sexually dimorphic way [44, 47, 48]. Here, we show that PXR has a broad, female-specific repressive action on hepatic genes involved in immunity. Interestingly, in mice deleted for PPARα, a similar effect was observed and attributed to SUMOylation of this receptor in female liver [49]. PXR is modified by multiple post-translational modifications, including SUMOylation [50], but whether these modifications are sex-specific *in vivo* is unknown to date. Moreover, our analysis also demonstrates that PXR deletion altered sexually dimorphic gene expression, leading to partial masculinization of the hepatic gene patterns in female mice. This corroborates previous findings [43]. Liver disease shows marked sex differences, male mice and humans being more sensitive to NAFLD, NASH, fibrosis [51, 52], hepatocellular carcinoma [53] and chemical-induced hepatic carcinogenesis [54]. Underlying these sex-biased phenotypic differences are hundreds of sexually dimorphic hepatic genes. There is a vast body of literature illustrating the protective role of estrogen in the liver [55], and females are thought to have a weaker hepatic inflammatory response, explaining, at least in part, why they are less susceptible to the progression of liver diseases. PXR, is a key player in inflammation [56, 57]. However, it remains to be determined whether female mice with deleted PXR are more prone to immune-driven liver diseases. Our current data suggest that, similar to PPARα [49], the repressive role for PXR in the female liver might have been overlooked.

Another interesting finding of our transcriptome analysis was the highly sexually dimorphic impact of gut microbiota depletion. Only 5–10% of the hepatic genes were regulated in common in males and females upon ATB treatment. Our results were further confirmed by re-analyzing prior data from GF mice [43]. Moreover, we have shown that microbiota depletion led to altered sexually dimorphic gene expression of the liver, mainly due to a cluster of genes that displayed increased expression upon ATB treatment in male mice only. Although the number of genes affected by this feminized expression pattern remained limited in the course of the 2-week ATB treatment used in our study, this confirmed previously published results in which GF males under chow or high-fat diet were shown to display extensive feminized hepatic gene expression compared with ConvR male mice [43]. The gut microbiota is therefore critical for maintaining sex-biased hepatic gene expression and these findings highlighted a potential role for PXR in the interplay between microbiota and sex-biased signaling pathways. Most studies on gene expression in the gut microbe–liver dialogue have used male animals [23, 43, 58, 59] and observed that xenobiotic metabolism, steroid biosynthesis and lipid metabolism were the most downregulated pathways in the livers of GF mice. Our current findings therefore raise the question, “How much of the current knowledge about gut microbial impact on the host’s liver and metabolism holds true in females?” Interestingly, a sex-specific association between gut microbes and fat distribution has recently been observed in humans [60].

We found that, in the absence of PXR, female livers displayed an enhanced response to the absence of gut microbiota compared with *Pxr*^*+/+*^ females. The reason for this is unclear since no obvious biological pathway or upstream regulator of these new microbiota-sensitive genes emerged from our analysis. Also, these genes were not enriched for sexually dimorphic genes. However, activation of PXR has been shown to interfere with sex hormone homeostasis [61], through regulation of CYPs and sulfotransferases (SULTs) important for the metabolic deactivation of androgens [62] and estrogens [63]. Therefore, we can hypothesize that PXR deletion also influenced steroid hormone balance and sexual maturation and, consequently, sexual dimorphism in gene expression. This complex gut microbiota–PXR–sex hormone homeostasis remains to be investigated. On the contrary, in the absence of PXR, the hepatic transcriptional response to microbiota depletion was almost completely abolished in male mice. By comparison, less than 5% of the colonic gene expression changes induced by the absence of gut microbiota required MyD88 signaling, a major adaptor in Toll-like receptor signaling [64]. Our result thus demonstrates that PXR is, at least quantitatively, a major effector of gut microbial signals in the male mouse liver. Since PXR is also highly expressed in the intestine and is known to increase gut permeability upon microbial ligand binding [26], it would be interesting to compare the proportion of microbially regulated PXR-controlled genes in the liver after hepatic-specific deletion of PXR.

Our pathway enrichment analysis of the microbially driven PXR-dependent hepatic function highlighted lipid metabolism. The gut microbiota promotes hepatic lipid accumulation in mice by controlling fatty acid desaturation [23, 65] and elongation [15]. Acetate originating from the microbial degradation of dietary fibres serves as a precursor for the hepatic synthesis of C16 and C18 fatty acids [15]. In our experiment, short-term ATB treatment was sufficient to reduce the expression of hepatic fatty acid elongases, hepatic triglyceride content and relative abundance of C16 fatty acid in males. Interestingly, our study highlights a potential role for PXR in these processes.

Finally, in GF and ATB-treated male animals, xenobiotic metabolism was strongly affected by the gut microbiota, in accord with previous studies in which Cyp3a11 is one of the most downregulated genes and proteins in GF male mice [16, 17, 23, 43, 66]. Here, we have demonstrated that PXR is the key mediator of these changes. In recent years, the gut microbial metabolism has been shown to influence the efficacy and toxicity of orally administered drugs [67, 68] and food pollutants [69]. However, our findings (this study [16, 17];) and others’ [66, 70] have shed light on another potential mechanism underlying food–drug or drug–drug interactions. In humans, CYP3A4, PXR’s prototypical target gene, metabolizes the vast majority of clinically administered drugs [71], and induction or repression of its activity is considered the main risk factor for drug–drug interaction [72, 73]. Our results indicate that gut microbes, via PXR, may partly control individuals’ metabolism of drugs and xenobiotics. It remains to be determined whether this has clinical relevance, in regard to either medications with narrow therapeutic indexes or potentially life-threatening toxicities, or to food contaminants found to perturb the composition of the gut microbiota and its metabolism, with toxicological consequences for the host [74, 75].

Recent studies on the mechanisms that link the body’s microbial communities to metabolism point to microbiota-derived metabolites as key players. The 3 currently most studied classes of metabolites involved in microbiota–host crosstalk are (i) short-chain fatty acids, produced by the microbial fermentation of dietary fibres, (ii) tryptophan metabolites generated by the gut microbes and (iii) bile acids, produced in the liver and transformed by the microbiota; (i) little is known about the interactions between short-chain fatty acids and PXR. However, butyrate induces PXR expression upon differentiation of CaCo-2 intestinal epithelial cells [76]. (ii) Gut microbes can convert tryptophan to indole derivatives, such as indole-3-propionic acid (IPA), which activates both the mouse and human PXR *in vitro* and decreases intestinal permeability in a PXR-dependent way *in vivo* [26]. In distant organs, IPA has been shown to regulate endothelium-dependent vasodilation *in vivo* [77]. Indoles, and IPA in particular, might be microbial ligands regulating PXR. However, it is not clear they could reach the liver at a sufficient concentration to activate the receptor. (iii) Bile acids interact with PXR directly [27, 78] or indirectly via regulation of the farnesoid X receptor [79]. Conversely, PXR induces genes involved in bile acid synthesis [79, 80], conjugation and transport thereby enhancing their elimination [27, 81]. Therefore, bile acids could play a role in microbiota–PXR crosstalk. In-depth metabolomic profiling of small molecules circulating in the portal veins of ATB-treated and control mice, followed by *in vitro* screening of differential metabolites using reporter cell lines, could identify microbial signals that activate hepatic PXR.

## Conclusion

In conclusion, we have first identified PXR as a potential repressor of hepatic immune function in females. Moreover, we confirmed that PXR is a sensor of gut microbiota-derived signals and demonstrated that the microbiota–PXR interaction controls the host’s hepatic lipid and xenobiotic metabolism in a sexually dimorphic manner, with possible relevance to liver disease. Our results open a new metagenomic perspective on sexually dimorphic and interindividual differences in pharmacokinetics and sensitivity to environmental toxicity, and highlight a potential new mechanism for microbiota-targeted vs. host-targeted drug interaction.

## Supplementary Information

**Additional file 1 **Effect of ATB treatment. **(**A&C) Mean water intake per cage during ATB treatment in (A) males and (C) females. **(**B&D) Organ weights in (B) males and (D) females. (E&G) Fecal anaerobic colony counts in (E) males and (G) females. (F&H) Relative short chain fatty acids in caecal content from (F) males and (H) females. (I&J) Plasma biochemistry in (I) males and (J) females. Data represent mean ± SEM and were analyzed using Kruskal-Wallis test followed by Dunn’s multiple comparisons tests. AUC: Area Under the Curve; a.u.: arbitrary units; ALT: alanine-aminotransferases; HDL: high density lipoproteins; LDL: low density lipoproteins.

**Additional file 2.** Oligonucleotide sequences for real-time PCR.

**Additional file 3.** List of all genes detected in the microarray experiment, log(fold-changes), raw p-values and corrected p-values for inter-group comparisons.

**Additional file 4 **Caecal microbiota comparison of *Pxr*^*-/-*^ *vs. Pxr*^*+/+*^ male and female mice. (A) α-diversity at the OTU level in *Pxr*^*-/-*^ *vs. Pxr*^*+/+*^ males. (B) α-diversity at the OTU levels in *Pxr*^*-/-*^ *vs. Pxr*^*+/+*^ females. (C) PLS-DA at the OTU level. Each dot represents one individual sample. (D) Composition of the bacterial phyla in males. (E) Composition of the bacterial phyla in females. (F) Comparison of caecal microbiota was performed with LDA effect size (LEfSe). The red area indicates the over-abundance in *Pxr*^-/-^ male microbiota where the green area indicated the over-abundance in *Pxr*^+/+^ male microbiota. (G) Comparison of caecal microbiota was performed with LDA effect size (LEfSe). The red area indicates the over-abundance in *Pxr*^-/-^ female microbiota where the green area indicated the over-abundance in *Pxr*^+/+^ female microbiota. (H) Relative abundances of some bacterial genera identified as significantly different between groups using LEfSe analysis. * = Significantly different (p<0.05) according to Mann-Whitney test between *Pxr*^*-/-*^ *vs. Pxr*^*+/+*^ in each sex.

**Additional file 5 **Gene lists and GO enrichment analyses for *Pxr*^-/-^ *vs Pxr*^+/+^ transcriptome comparisons. (A) List of genes significantly up-regulated in males *Pxr*^-/-^ compared to males *Pxr*^+/+^. (B) GO term enrichment analysis using the list of genes significantly up-regulated in males *Pxr*^-/-^ compared to males *Pxr*^+/+^. Metabolic pathways (summary) were considered as significantly enriched when q-value < 0.05. (C) List of genes significantly up-regulated in females *Pxr*^-/-^ compared to females *Pxr*^+/+^. (D) GO term enrichment analysis using the list of genes significantly up-regulated in females *Pxr*^-/-^ compared to females *Pxr*^+/+^. Metabolic pathways (summary) were considered as significantly enriched when q-value < 0.05. (E) List of genes significantly down-regulated in males *Pxr*^-/-^ compared to males *Pxr*^+/+^. (F) GO term enrichment analysis using the list of genes significantly up-regulated in males *Pxr*^-/-^ compared to males *Pxr*^+/+^. No summary metabolic pathways (summary) were considered as significantly enriched with q-value < 0.05. (A) List of genes significantly down-regulated in females *Pxr*^-/-^ compared to females *Pxr*^+/+^. (B) GO term enrichment analysis using the list of genes significantly down-regulated in females *Pxr*^-/-^ compared to females *Pxr*^+/+^. Metabolic pathways (summary) were considered as significantly enriched when q-value < 0.05.

**Additional file 6 **Gene lists for sex-biased genes. (A) List of genes significantly higher in males *Pxr*^+/+^ compared to females *Pxr*^+/+^ (male-biased genes). (B) List of genes significantly higher in males *Pxr*^-/-^ compared to females *Pxr*^-/-^. (C) List of genes significantly higher in males *Pxr*^+/+^ ATB compared to females *Pxr*^+/+^ ATB. (D) List of genes significantly higher in females *Pxr*^+/+^ compared to males *Pxr*^+/+^ (female-biased genes). (E) List of genes significantly higher in females *Pxr*^-/-^ compared to males *Pxr*^-/-^. (F) List of genes significantly higher in females *Pxr*^+/+^ ATB compared to males *Pxr*^+/+^ ATB.

**Additional file 7 **Effect of PXR deletion on sexually-dimorphic gene expression. (A) Number of male-biased genes (established in *Pxr*^+/+^ mice, see methods) that remain male-biased in *Pxr*^-/-^ mice. (B) Number of female-biased genes (established in *Pxr*^+/+^ mice, see methods) that remain female-biased in *Pxr*^-/-^ mice. (C) Hierarchical clustering of all genes significantly different for at least one comparison between the 4 experimental groups (*Pxr*^+/+^ males, *Pxr*^+/+^ females, *Pxr*^-/-^ males, *Pxr*^-/-^ females. (D) Average expression Z-scores over gene clusters defined in (C). (E) Pathway enrichment analysis of the 1419 hepatic genes from cluster 1.

**Additional file 8 **Gene lists and GO enrichment analyses for ATB- vs. Cont. transcriptome comparisons. (A) List of genes significantly up-regulated in males *Pxr*^+/+^ ATB compared to males *Pxr*^+/+^ Cont. (B) GO term enrichment analysis using the list of genes significantly up-regulated in males *Pxr*^+/+^ ATB compared to males *Pxr*^+/+^ Cont. Metabolic pathways were considered as significantly enriched when adjusted P-value < 0.05. (C) List of genes significantly down-regulated in males *Pxr*^+/+^ ATB compared to males *Pxr*^+/+^ Cont. (D) GO term enrichment analysis using the list of genes significantly down-regulated in males *Pxr*^+/+^ ATB compared to males *Pxr*^+/+^ Cont. Metabolic pathways were considered as significantly enriched when adjusted P-value < 0.05. (E) List of genes significantly up-regulated in males *Pxr*^-/-^ ATB compared to males *Pxr*^-/-^ Cont. (F) List of genes significantly down-regulated in males *Pxr*^-/-^ ATB compared to males *Pxr*^-/-^ Cont. (G) List of genes significantly up-regulated in females *Pxr*^+/+^ ATB compared to females *Pxr*^+/+^ Cont. (H) List of genes significantly down-regulated in females *Pxr*^+/+^ ATB compared to females *Pxr*^+/+^ Cont. (I) List of genes significantly up-regulated in females *Pxr*^-/-^ ATB compared to females *Pxr*^-/-^ Cont. (J) GO term enrichment analysis using the list of genes significantly down-regulated in females *Pxr*^-/-^ ATB compared to males *Pxr*^-/-^ Cont. No metabolic pathways was found significantly enriched at adjusted P-value < 0.05. (K) List of genes significantly down-regulated in females *Pxr*^-/-^ ATB compared to females *Pxr*^-/-^ Cont.

**Additional file 9.** Lack of gut microbiota affects the hepatic transcriptome in a sexually dimorphic manner. Publically available RNA-sequencing data (GSE114400) comparing the hepatic transcriptome of GF and Conv male and female mice was re-analyzed. (A) Venn diagram representing the number of genes overexpressed in GF vs. Conv mice in males and females and the overlap between the 2 lists of genes. (B) Pathway enrichment analysis of the 587 hepatic genes overexpressed in GF vs. Conv males and not in GF vs Conv females. (C) Network plot of the enriched terms depicted in (B) colored by cluster ID, where nodes that share the same cluster ID are typically close to each other. Colors of the cluster ID are shown in (B). (D) Pathway enrichment analysis of the 200 hepatic genes overexpressed in GF vs. Conv females and not in GF vs Conv males. (E) Venn diagram representing the number of genes significantly underexpressed in GF vs. Conv mice in males and females and the overlap between the 2 lists of genes. (F) Pathway enrichment analysis of the 624 hepatic genes underexpressed in GF vs. Conv males and not in GF vs Conv females. (G) Network plot of the enriched terms depicted in (F) colored by cluster ID, where nodes that share the same cluster ID are typically close to each other. Colors of the cluster ID are shown in (F). (H) Pathway enrichment analysis of the 338 hepatic genes overexpressed in GF vs. Conv females and not in GF vs Conv males.

**Additional file 10 **Effect of ATB-treatment on sexually-dimorphic gene expression. (A) Number of male-biased genes (established in *Pxr*^+/+^ mice, see methods) that remain male-biased in ATB-treated *Pxr*^+/+^ mice. (B) Number of female-biased genes (established in *Pxr*^+/+^ mice, see methods) that remain female-biased in ATB-treated *Pxr*^+/+^ mice. (C) Hierarchical clustering of all genes significantly different for at least one comparison between the 4 experimental groups (*Pxr*^+/+^ males, *Pxr*^+/+^ females, *Pxr*^+/+^ ATB-treated males, *Pxr*^+/+^ ATB-treated females. (D) Average expression Z-scores over gene clusters defined in (C).

**Additional file 11 **Expression of Pxr, Cyp3a11 and Cyp2c55 mRNA in liver from *Pxr*^*+/+*^ Cont males and females analyzed using RT-qPCR.

**Additional file 12.** Effect of gut microbiota-PXR interaction on hepatic fatty acid and xenobiotic metabolism in female mice. (A) RT-qPCR analysis of hepatic genes involved in fatty-acid homeostasis. (B) Relative abundance of hepatic fatty acids. (C) Hepatic neutral lipid quantification. (D) RT-qPCR analysis of hepatic genes involved in xenobiotic metabolism.

**Additional file 13.** [^14^C]-testosterone metabolites structure hypotheses based on their mass and on the similarity of their retention time with authentic standards.

## Data Availability

The datasets supporting the conclusions of this article are available in the NCBI GEO repository under the accession numbers GSE31115, GSE71628, GSE114400, GSE123804 and GSE156837. The sequencing datasets were deposited in the European Nucleotide Archive under accession number PRJEB39629.

## Abbreviations

PXR: Pregnane X receptor
NAFLD: Nonalcoholic fatty liver disease
GF: Germ-free
Conv.: Conventional
ATB: Antibiotics
ZT: Zeitgeber time
PCN: Pregnenolone 16α-carbonitrile
ALT: Alanine transaminase
HDL–LDL: High- or low-density lipoprotein
FFA: Free fatty acids
GST: Glutathione S-transferase
OTU: Operational taxonomic unit
LDA: Linear discriminant analysis
LEfSe: Linear discriminant analysis effect size
CYP: Cytochrome P450
PLS-DA: Partial least square–discriminant analysis

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9

### Additional file 1: Effect of ATB treatment.

(A&C) Mean water intake per cage during ATB treatment in (A) males and (C) females.

(B&D) Organ weights in (B) males and (D) females.

(E&G) Fecal anaerobic colony counts in (E) males and (G) females.

(F&H) Relative short chain fatty acids in caecal content from (F) males and (H) females.

(I&J) Plasma biochemistry in (I) males and (J) females.

Data represent mean  $\pm$  SEM and were analyzed using Kruskal-Wallis test followed by Dunn's multiple comparisons tests. AUC: Area Under the Curve; a.u.: arbitrary units; ALT: alanine-aminotransferases; HDL: high density lipoproteins; LDL: low density lipoproteins.

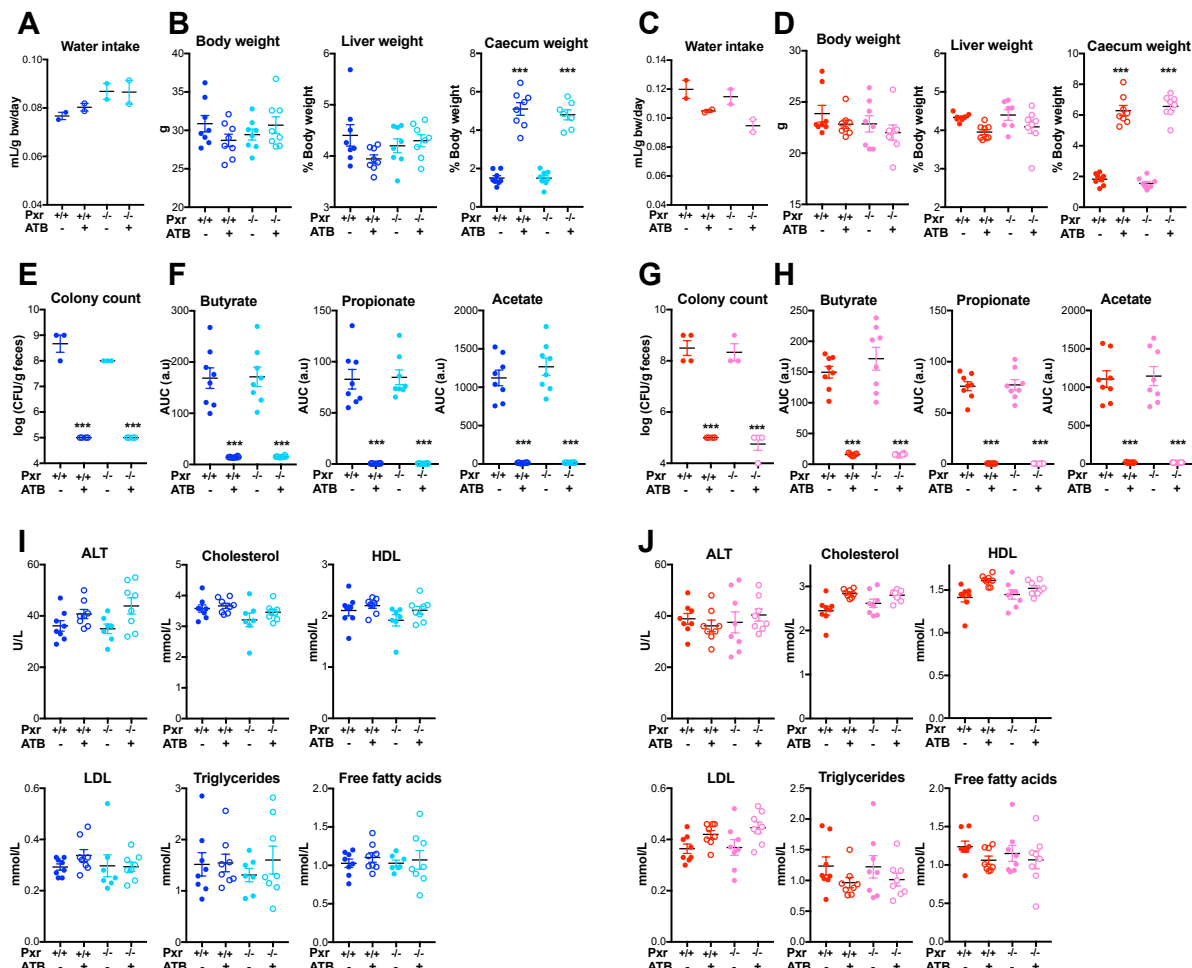

**Supplement:** Supplementary file 2 — Additional file 1 Effect of ATB treatment. (A&C) Mean water intake per cage during ATB treatment in (A) males and (C) females. (B&D) Organ weights in (B) males and (D) females. (E&G) Fecal anaerobic colony counts in (E) males and (G) females. (F&H) Relative short chain fatty acids in caecal content from (F) males and (H) females. (I&J) Plasma biochemistry in (I) males and (J) females. Data represent mean ± SEM and were analyzed using Kruskal-Wallis test followed by Dunn’s multiple comparisons tests. AUC: Area Under the Curve; a.u.: arbitrary units; ALT: alanine-aminotransferases; HDL: high density lipoproteins; LDL: low density lipoproteins.

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9
**Supplement:** Supplementary file 3 — Additional file 2. Oligonucleotide sequences for real-time PCR.

**Additional file 2. Oligonucleotide sequences for real-time PCR.**

| <b>Gene</b>    | <b>NCBI Refseq</b> | <b>Forward primer (5'-3')</b> | <b>Reverse primer (5'-3')</b> |
|----------------|--------------------|-------------------------------|-------------------------------|
| <i>Cyp2b9</i>  | NM_010000          | CTTTGCTGGAAGTGAAGACCACA       | GATCTGAAAATCTCTGAATCTCATGG    |
| <i>Cyp2c55</i> | AY206875           | TTGTGGAAGAGCTAAGAAAAGCAAAT    | GAGCACAGCTCAGGATGAATGT        |
| <i>Cyp3a11</i> | NM_007818          | TCACACACACAGTTGTAGGCAGAA      | GTTTACGAGTCCCATATCGGTAGAG     |
| <i>Elovl2</i>  | NM_019423          | GCAGAAGGAAGGCGGCTAC           | CGCGAACTCGAGAATCTCGT          |
| <i>Elovl3</i>  | NM_007703          | GCCTCTCATCCTCTGGTCCT          | TGCCATAAACTTCCACATCCT         |
| <i>Elovl5</i>  | NM_134255          | TCGATGCGTCACTCAGTACCTATT      | ATTTTGGTCCCAGCCATACAAT        |
| <i>Elovl6</i>  | NM_130450          | TCTGATGAACAAGCGAGCCA          | TGGTCATCAGAATGTACAGCATGT      |
| <i>Fasn</i>    | NM_007988          | AGTCAGCTATGAAGCAATTGTGGA      | CACCCAGACGCCAGTGTTTC          |
| <i>Fgf21</i>   | NM_020013          | AAAGCCTCTAGGTTTCTTTGCCA       | CCTCAGGATCAAAGTGAGGCG         |

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9

#### Additional file 4: Caecal microbiota comparison of *Pxr*<sup>-/-</sup> vs. *Pxr*<sup>+/+</sup> male and female mice.

(A) α-diversity at the OTU level in *Pxr*<sup>-/-</sup> vs. *Pxr*<sup>+/+</sup> males.

(B) α-diversity at the OTU levels in *Pxr*<sup>-/-</sup> vs. *Pxr*<sup>+/+</sup> females.

(C) PLS-DA at the OTU level. Each dot represents one individual sample.

(D) Composition of the bacterial phyla in males.

(E) Composition of the bacterial phyla in females.

(F) Comparison of caecal microbiota was performed with LDA effect size (LEfSe). The red area indicates the over-abundance in *Pxr*<sup>-/-</sup> male microbiota where the green area indicated the over-abundance in *Pxr*<sup>+/+</sup> male microbiota.

(G) Comparison of caecal microbiota was performed with LDA effect size (LEfSe). The red area indicates the over-abundance in *Pxr*<sup>-/-</sup> female microbiota where the green area indicated the over-abundance in *Pxr*<sup>+/+</sup> female microbiota.

(H) Relative abundances of some bacterial genera identified as significantly different between groups using LEfSe analysis.

\* = Significantly different (p<0.05) according to Mann-Whitney test between *Pxr*<sup>-/-</sup> vs. *Pxr*<sup>+/+</sup> in each sex.

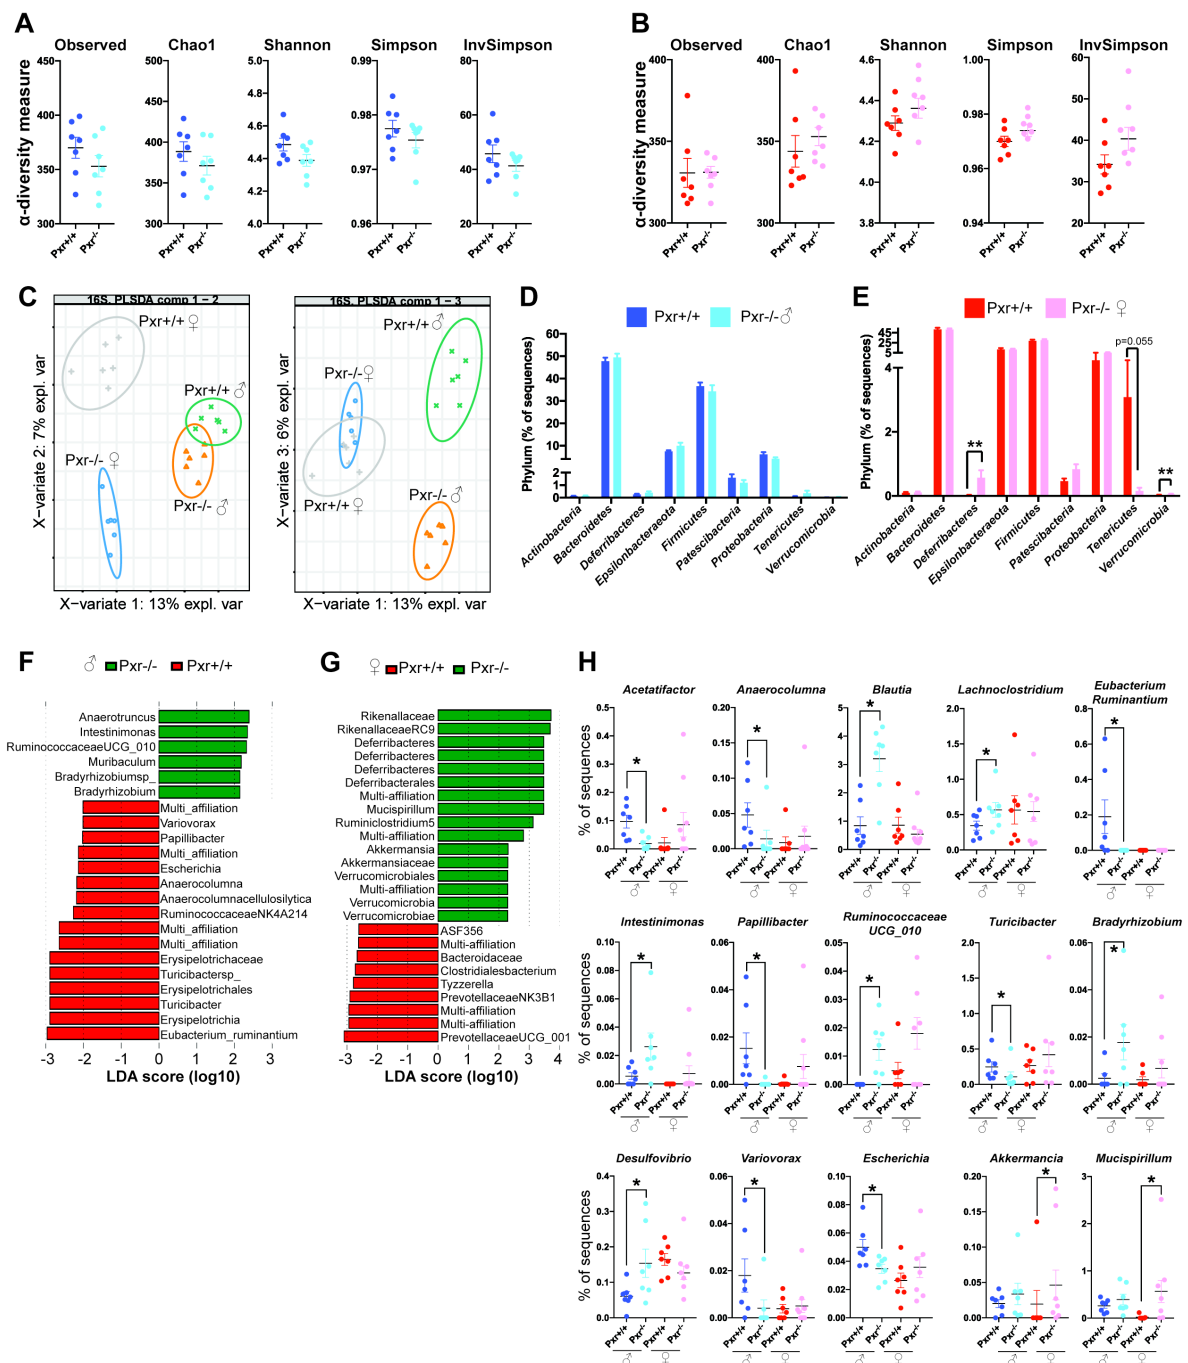

**Supplement:** Supplementary file 5 — Additional file 4 Caecal microbiota comparison of Pxr-/- vs. Pxr+/+ male and female mice. (A) α-diversity at the OTU level in Pxr-/- vs. Pxr+/+ males. (B) α-diversity at the OTU levels in Pxr-/- vs. Pxr+/+ females. (C) PLS-DA at the OTU level. Each dot represents one individual sample. (D) Composition of the bacterial phyla in males. (E) Composition of the bacterial phyla in females. (F) Comparison of caecal microbiota was performed with LDA effect size (LEfSe). The red area indicates the over-abundance in Pxr-/- male microbiota where the green area indicated the over-abundance in Pxr+/+ male microbiota. (G) Comparison of caecal microbiota was performed with LDA effect size (LEfSe). The red area indicates the over-abundance in Pxr-/- female microbiota where the green area indicated the over-abundance in Pxr+/+ female microbiota. (H) Relative abundances of some bacterial genera identified as significantly different between groups using LEfSe analysis. * = Significantly different (p<0.05) according to Mann-Whitney test between Pxr-/- vs. Pxr+/+ in each sex.

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9

# Additional file 7: Effect of PXR deletion on sexually-dimorphic gene expression

- (A) Number of male-biased genes (established in  $Pxr^{+/+}$  mice, see methods) that remain male-biased in  $Pxr^{-/-}$  mice.
- (B) Number of female-biased genes (established in  $Pxr^{+/+}$  mice, see methods) that remain female-biased in  $Pxr^{-/-}$  mice.
- (C) Hierarchical clustering of all genes significantly different for at least one comparison between the 4 experimental groups ( $Pxr^{+/+}$  males,  $Pxr^{+/+}$  females,  $Pxr^{-/-}$  males,  $Pxr^{-/-}$  females).
- (D) Average expression Z-scores over gene clusters defined in (C).
- (E) Pathway enrichment analysis of the 1419 hepatic genes from cluster 1.

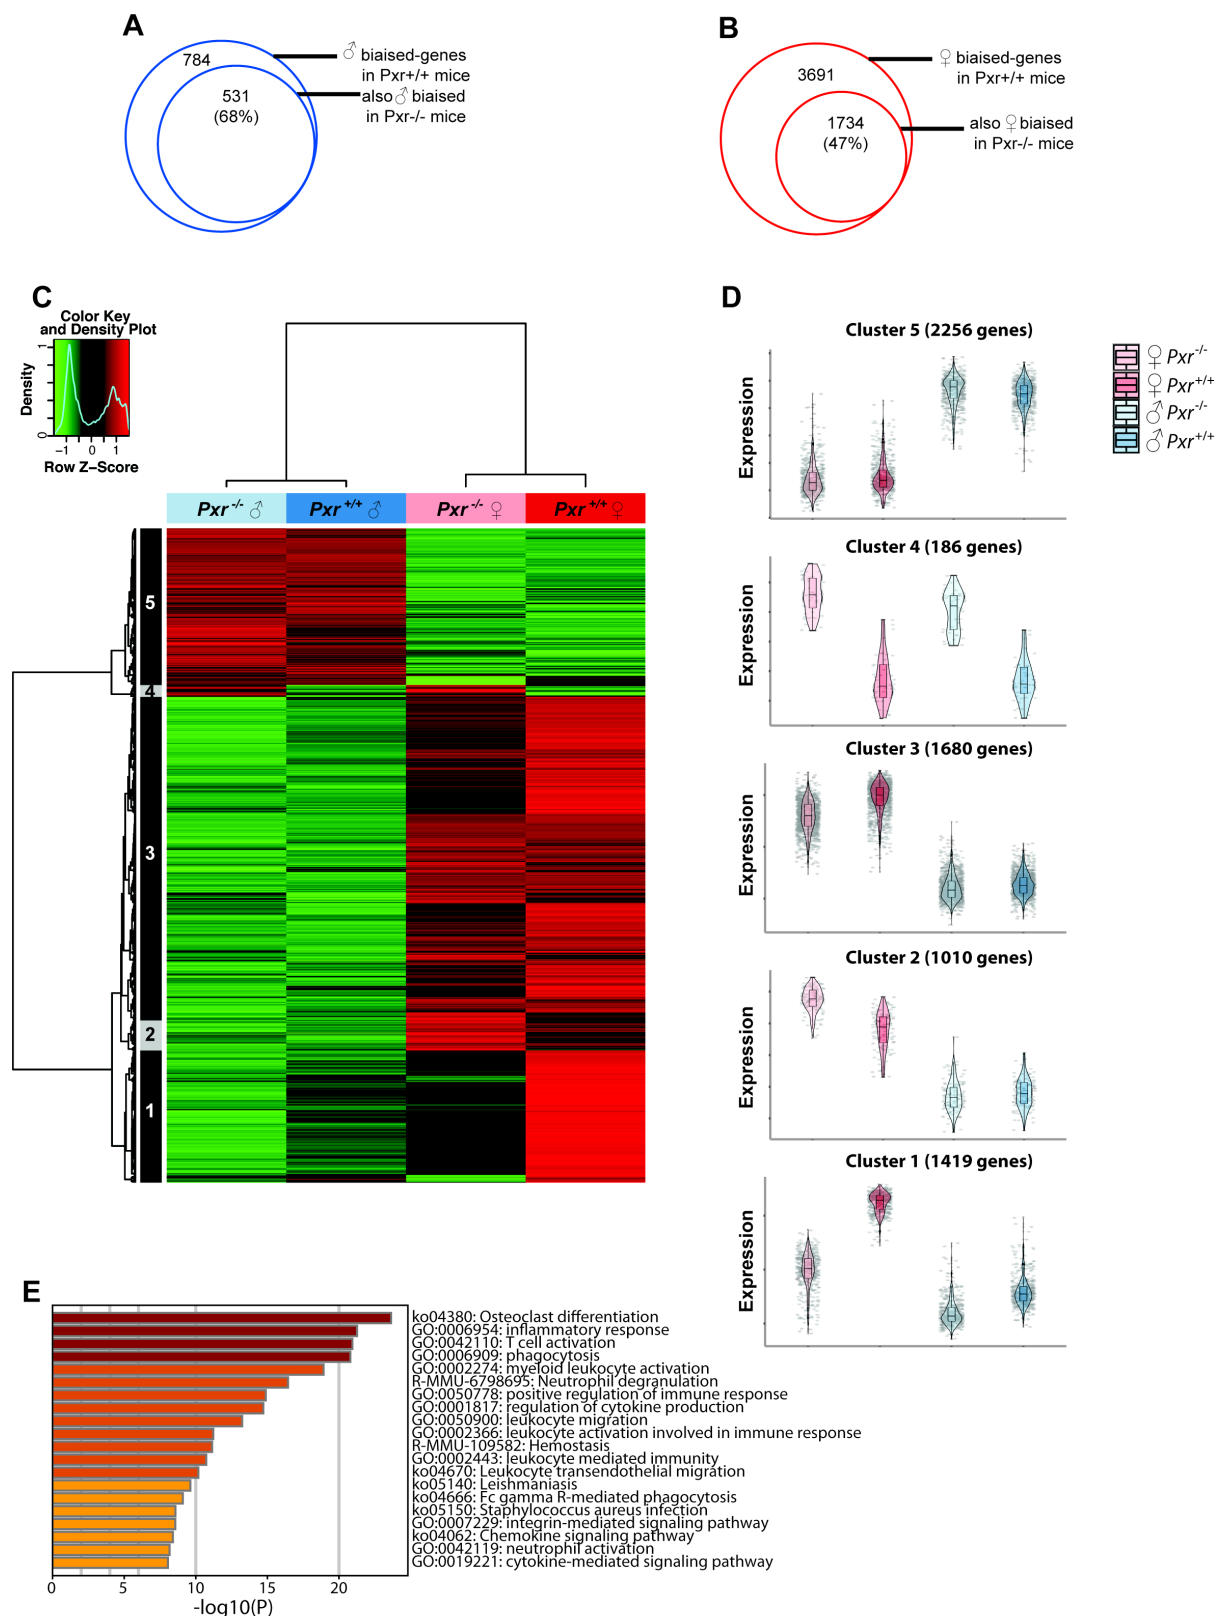

**Supplement:** Supplementary file 8 — Additional file 7 Effect of PXR deletion on sexually-dimorphic gene expression. (A) Number of male-biased genes (established in Pxr+/+ mice, see methods) that remain male-biased in Pxr-/- mice. (B) Number of female-biased genes (established in Pxr+/+ mice, see methods) that remain female-biased in Pxr-/- mice. (C) Hierarchical clustering of all genes significantly different for at least one comparison between the 4 experimental groups (Pxr+/+ males, Pxr+/+ females, Pxr-/- males, Pxr-/- females. (D) Average expression Z-scores over gene clusters defined in (C). (E) Pathway enrichment analysis of the 1419 hepatic genes from cluster 1.

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9

## Additional file 9: Lack of gut microbiota affects the hepatic transcriptome in a sexually dimorphic manner.

Publically available RNA-sequencing data (GSE114400) comparing the hepatic transcriptome of GF and Conv male and female mice was re-analyzed.

- Venn diagram representing the number of genes overexpressed in GF vs. Conv mice in males and females and the overlap between the 2 lists of genes.
- Pathway enrichment analysis of the 587 hepatic genes overexpressed in GF vs. Conv males and not in GF vs Conv females.
- Network plot of the enriched terms depicted in (B) colored by cluster ID, where nodes that share the same cluster ID are typically close to each other. Colors of the cluster ID are shown in (B).
- Pathway enrichment analysis of the 200 hepatic genes overexpressed in GF vs. Conv females and not in GF vs Conv males.
- Venn diagram representing the number of genes significantly underexpressed in GF vs. Conv mice in males and females and the overlap between the 2 lists of genes.
- Pathway enrichment analysis of the 624 hepatic genes underexpressed in GF vs. Conv males and not in GF vs Conv females.
- Network plot of the enriched terms depicted in (F) colored by cluster ID, where nodes that share the same cluster ID are typically close to each other. Colors of the cluster ID are shown in (F).
- Pathway enrichment analysis of the 338 hepatic genes overexpressed in GF vs. Conv females and not in GF vs Conv males.

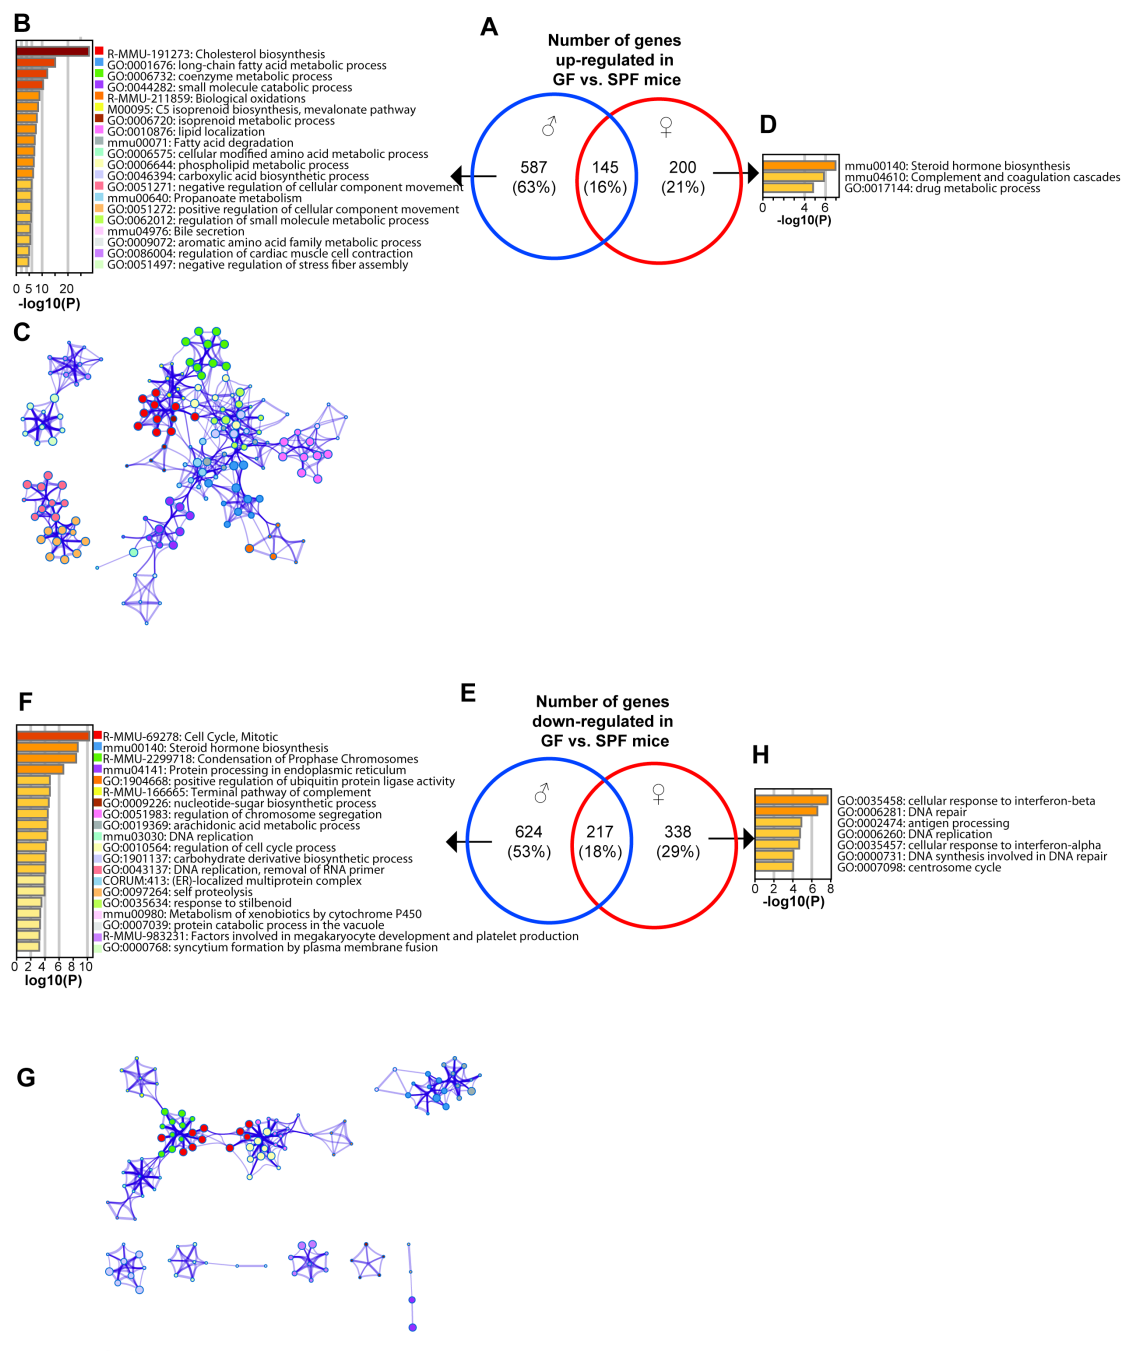

**Supplement:** Supplementary file 10 — Additional file 9. Lack of gut microbiota affects the hepatic transcriptome in a sexually dimorphic manner. Publically available RNA-sequencing data (GSE114400) comparing the hepatic transcriptome of GF and Conv male and female mice was re-analyzed. (A) Venn diagram representing the number of genes overexpressed in GF vs. Conv mice in males and females and the overlap between the 2 lists of genes. (B) Pathway enrichment analysis of the 587 hepatic genes overexpressed in GF vs. Conv males and not in GF vs Conv females. (C) Network plot of the enriched terms depicted in (B) colored by cluster ID, where nodes that share the same cluster ID are typically close to each other. Colors of the cluster ID are shown in (B). (D) Pathway enrichment analysis of the 200 hepatic genes overexpressed in GF vs. Conv females and not in GF vs Conv males. (E) Venn diagram representing the number of genes significantly underexpressed in GF vs. Conv mice in males and females and the overlap between the 2 lists of genes. (F) Pathway enrichment analysis of the 624 hepatic genes underexpressed in GF vs. Conv males and not in GF vs Conv females. (G) Network plot of the enriched terms depicted in (F) colored by cluster ID, where nodes that share the same cluster ID are typically close to each other. Colors of the cluster ID are shown in (F). (H) Pathway enrichment analysis of the 338 hepatic genes overexpressed in GF vs. Conv females and not in GF vs Conv males.

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9

# **Additional file 10: Effect of ATB-treatment on sexually-dimorphic gene expression**

- (A) Number of male-biased genes (established in  $Pxr^{+/+}$  mice, see methods) that remain male-biased in ATB-treated  $Pxr^{+/+}$  mice.
- (B) Number of female-biased genes (established in  $Pxr^{+/+}$  mice, see methods) that remain female-biased in ATB-treated  $Pxr^{+/+}$  mice.
- (C) Hierarchical clustering of all genes significantly different for at least one comparison between the 4 experimental groups ( $Pxr^{+/+}$  males,  $Pxr^{+/+}$  females,  $Pxr^{+/+}$  ATB-treated males,  $Pxr^{+/+}$  ATB-treated females).
- (D) Average expression Z-scores over gene clusters defined in (C).

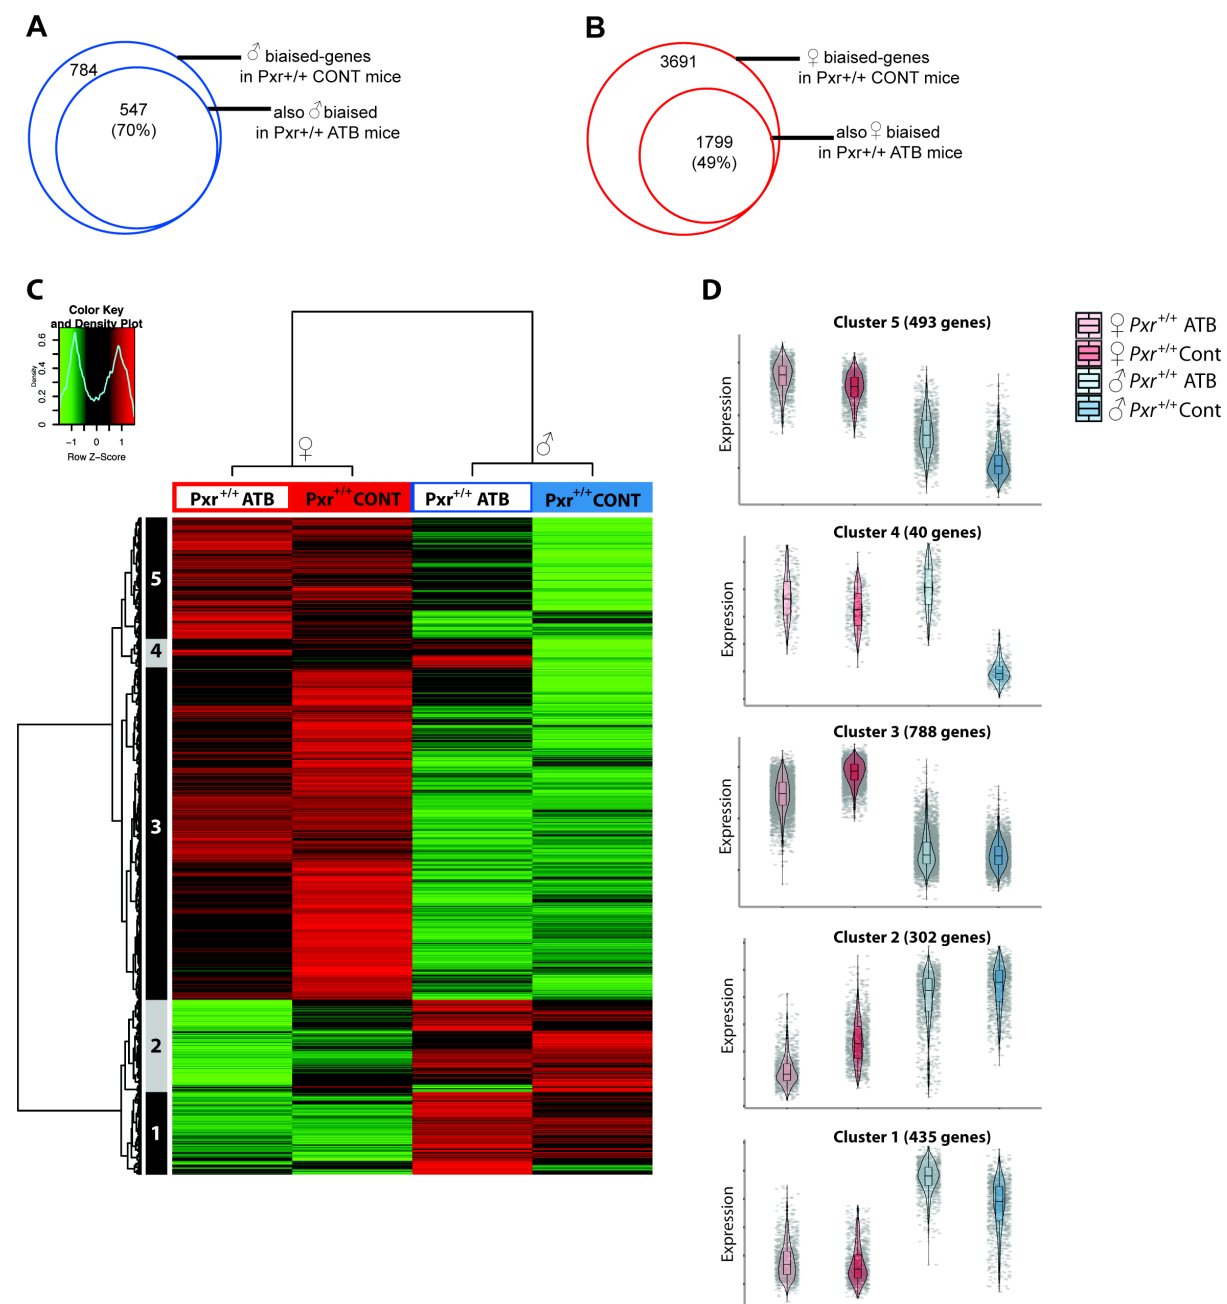

**Supplement:** Supplementary file 11 — Additional file 10 Effect of ATB-treatment on sexually-dimorphic gene expression. (A) Number of male-biased genes (established in Pxr+/+ mice, see methods) that remain male-biased in ATB-treated Pxr+/+ mice. (B) Number of female-biased genes (established in Pxr+/+ mice, see methods) that remain female-biased in ATB-treated Pxr+/+ mice. (C) Hierarchical clustering of all genes significantly different for at least one comparison between the 4 experimental groups (Pxr+/+ males, Pxr+/+ females, Pxr+/+ ATB-treated males, Pxr+/+ ATB-treated females. (D) Average expression Z-scores over gene clusters defined in (C).

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9

**Additional file 11: Expression of Pxr, Cyp3a11 and Cyp2c55 mRNA in liver from *Pxr*<sup>+/+</sup> Cont males and females analyzed using RT-qPCR.**

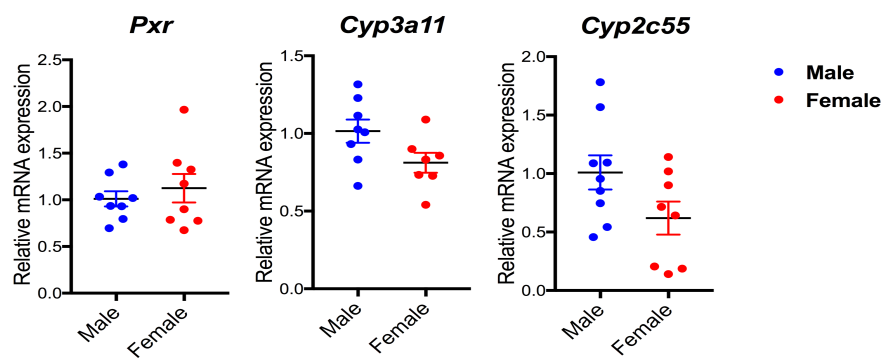

**Supplement:** Supplementary file 12 — Additional file 11 Expression of Pxr, Cyp3a11 and Cyp2c55 mRNA in liver from Pxr+/+ Cont males and females analyzed using RT-qPCR.

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9

## Additional file 12: Effect of gut microbiota-PXR interaction on hepatic fatty acid and xenobiotic metabolism in female mice

(A) RT-qPCR analysis of hepatic genes involved in fatty-acid homeostasis.

(B) Relative abundance of hepatic fatty acids.

(C) Hepatic neutral lipid quantification.

(D) RT-qPCR analysis of hepatic genes involved in xenobiotic metabolism.

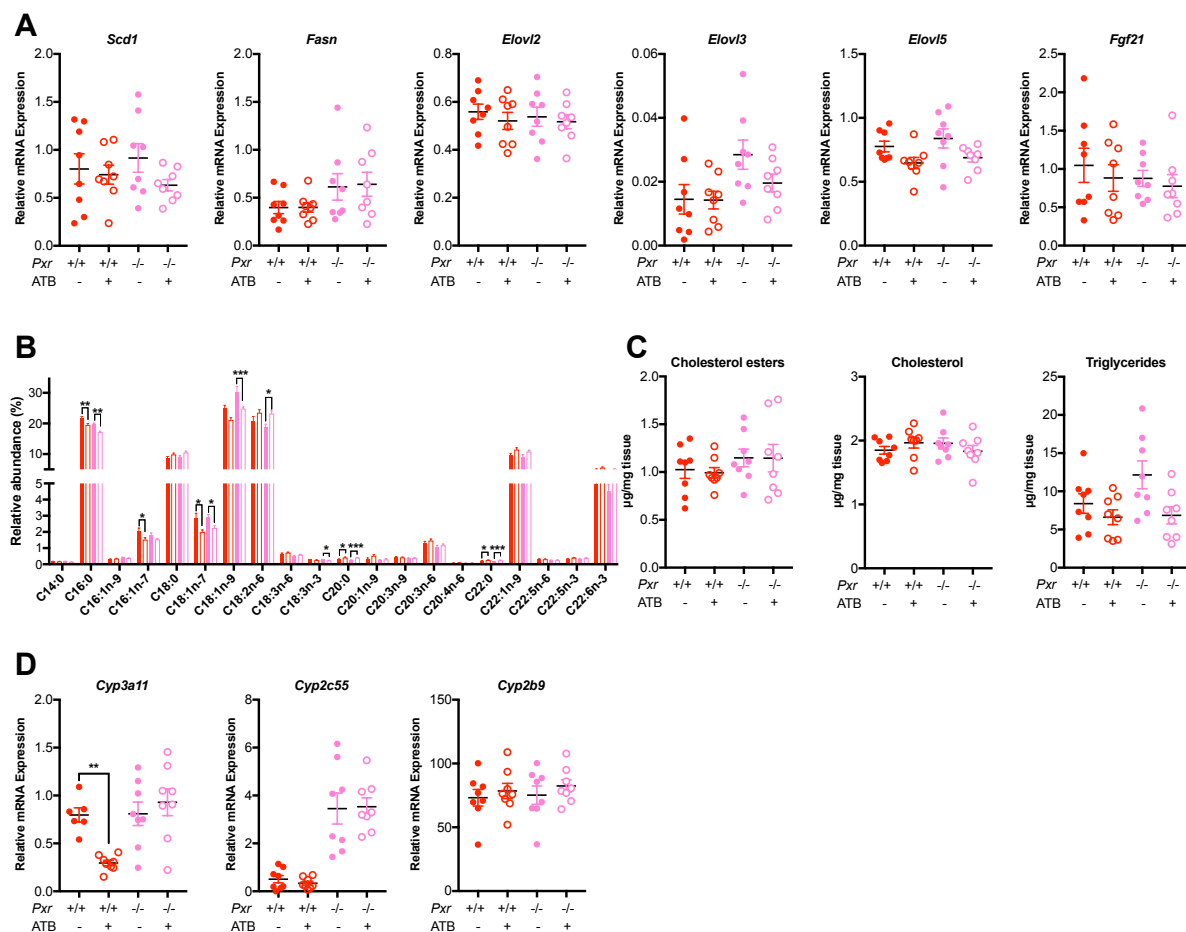

**Supplement:** Supplementary file 13 — Additional file 12. Effect of gut microbiota-PXR interaction on hepatic fatty acid and xenobiotic metabolism in female mice. (A) RT-qPCR analysis of hepatic genes involved in fatty-acid homeostasis. (B) Relative abundance of hepatic fatty acids. (C) Hepatic neutral lipid quantification. (D) RT-qPCR analysis of hepatic genes involved in xenobiotic metabolism.

# Supplementary material for: The pregnane X receptor drives sexually dimorphic hepatic changes in lipid and xenobiotic metabolism in response to gut microbiota in mice
**Source:** Microbiome. 2021 Apr 20;9:93. doi: 10.1186/s40168-021-01050-9
**Supplement:** Supplementary file 14 — Additional file 13. [14C]-testosterone metabolites structure hypotheses based on their mass and on the similarity of their retention time with authentic standards.

**Additional file 13: [<sup>14</sup>C]-testosterone metabolites structure hypotheses based on their mass and on the similarity of their retention time with authentic standards**

| LC-MS<br>Retention<br>time (min) | Corresponding<br>radio-HPLC<br>Retention time (min) | Metabolites                              |                 | m/z      |
|----------------------------------|-----------------------------------------------------|------------------------------------------|-----------------|----------|
| 7.22                             | 7.9                                                 | hydroxytestosterone                      | OH-Testo        | 305.2111 |
| 7.71                             |                                                     |                                          | OH-Δ4-dione     | 303.1955 |
| 8.2                              | 8.8                                                 | 15β-hydroxytestosterone                  | 15β-OH-Testo    | 305.2111 |
| 8.25                             |                                                     | 6α-hydroxytestosterone                   | 6α-OH-Testo     | 305.2111 |
| 8.27                             |                                                     |                                          | Δ-Testo         | 287.2006 |
| 8.44                             |                                                     |                                          | OH-Δ4-dione     | 303.1955 |
| 8.9                              |                                                     | hydroxytestosterone                      | OH-Testo        | 305.2111 |
| 9.2                              | 9.7                                                 | 7α-hydroxytestosterone                   | 7α-OH-Testo     | 305.2111 |
| 9.21                             |                                                     |                                          | Δ-Testo         | 287.2006 |
| 9.66                             | 10.2                                                | 6β-hydroxytestosterone                   | 6β-OH-Testo     | 305.2111 |
| 10.18                            |                                                     |                                          | OH-Δ4-dione     | 303.1955 |
| 11.59                            | 12.2                                                | 16α-hydroxytestosterone                  | 16α-OH-Testo    | 305.2111 |
| 12.65                            | 13.5                                                | 11α-hydroxytestosterone                  | 11α-OH-Testo    | 305.2111 |
| 12.67                            |                                                     |                                          | Δ-Testo         | 287.2006 |
| 13.0                             |                                                     |                                          | OH-Δ4-dione     | 303.1955 |
| 13.72                            | 14.4                                                |                                          | OH-Δ4-dione     | 303.1955 |
| 15.42                            | 16.0                                                | 16β-hydroxytestosterone                  | 16β-OH-Testo    | 305.2111 |
| 16.15                            |                                                     | 4-Androsten-16α-ol-3,17-dione            | 16α-OH-Δ4-dione | 303.1955 |
| 25.7                             | 26.3                                                | 4,6-androstadien-17β-ol-3-one            | Δ6-Testo        | 287.2006 |
| 28.63                            | 29.8                                                | Testosterone                             | Testo           | 289.2162 |
| 32.34                            | 33                                                  | Androstenedione = 4-androsten-3,17-dione | Δ4-Testo        | 287.2006 |

How the deposited data were processed for this re-analysis (not part of the article)

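Liver mRNA of 47 mice was measured on 1-color mouse arrays, 1 array per mouse, in 8 groups given by sex, *Pxr* genotype and treatment (control or ATB). Each group held 6 mice, except the male *Pxr*-/- control group, with 5. The groups were taken from the sample labels, the slides from the array identifiers and the 3 wash batches from the sample records. The authors hybridized the labelled RNA and read the images, and their deposited files give the intensity of each spot on a linear scale: the median and mean brightness of its pixels and of its local background, with nothing subtracted or scaled between arrays. A further intensity in the same files is the processed signal, from which the authors' scanner software had subtracted the background and a trend within the array. The deposited table of processed values holds log2 values, which the authors had filtered, corrected for the wash batch and normalized with CrossNorm, for 33383 probes.

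The log2 of the median signal was taken here, spots of a probe were averaged, and control spots and 413 spot values marked as non-uniform were left out. Of 56605 probes for genes, between 31067 and 34458 were well above background on each array. A probe was tested when it was well above background on at least 5 arrays of at least 1 group, which left 32974 probes of 21873 genes, of which 32791 are also in the deposited table. The rule of the authors' filter and the way their arrays were stacked are not stated, and both were chosen here. The effect of the wash batch was removed on the log2 scale with the group means kept. For CrossNorm, 1 array of each of the 8 groups was drawn at random and stacked into a column, the columns were quantile normalized, and the values of each array were averaged over 300 such draws with a fixed seed.

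Probe names and coordinates (mouse build mm9) are those of the array files. Gene symbols were read from the same files, and 1535 probes whose accession has another symbol in the annotation table provided were renamed. A gene's value is that of its probe with the highest mean signal, and a gene counts as called when at least 1 of its probes passed. Where a probe was well above background in 0 mice of a group, its fold change is given as a lower bound against the lowest signal that was well above background on the same arrays.

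Linear models were fitted with limma 3.58.1 in R 4.3.3 (data.table 1.17.8 read the files, matplotlib 3.10.9 drew the figures). The model held the 8 groups and the wash batch, although its effect had already been removed, which the paper's methods do not state for their model, and each comparison was a contrast in it, tested with limma's moderated statistics. A difference between effects was a contrast of contrasts in the same model. A gene was called at a false discovery rate (Benjamini-Hochberg) of 0.05 or less and a fold change above 1.2, as in the paper's methods. Adjusted p-values next to genes are limma's. The share of sex-biased genes among those changed by ATB in *Pxr*-/- females was tested with a 1-sided Fisher's exact test against all 21873 genes.

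Lists of genes were written from general knowledge: sterol biosynthesis, xenobiotic processing, fatty acid synthesis, PPARA targets, clock genes, heat shock genes, the sex chromosome genes used to check labels, and markers of hepatocytes, macrophages, T and NK cells, B cells, neutrophils, sinusoidal endothelial cells, stellate cells and fibroblasts, and cholangiocytes. These 15 lists share no gene. Each was tested with camera at a preset correlation of 0.01 and with fry, both from limma, and the p-values were adjusted over the 15 lists of a comparison. Camera sets a list against other genes and takes little account of genes that vary together between mice, whereas fry tests a list by its variation between mice. The mean of a list less the mean of all other genes in each mouse was compared with exact permutation tests over all splits of the mice of the 2 groups. No ontology or pathway database was at hand, so the enrichment tests of the paper were not repeated.

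The genes named in the text follow a rule: every gene that the paper names for liver mRNA, the sex chromosome genes, in each comparison the 5 called genes with the largest change on each side among those whose groups do not overlap in any mouse, members of the lists, and genes within 20 Mb of *Nr1i2* called the same way in both sexes. Groups that do not overlap arise by chance in 0.216% of genes with 6 mice against 6 and in 0.433% with 5 against 6. The comparisons, the lists, the rule for named genes, the processing and its alternatives were set before the data were examined. Alternatives tried were quantile normalization of all 47 arrays, the processed signal less the 75th percentile of each array, normexp background correction (offset 50) with quantile normalization, the authors' processed values, no filter on dim probes, a filter asking for all 47 arrays, no wash batch, the slide or the replicate number as a block, only the groups compared, no fold threshold, and each array left out in turn. The closing section says which others were added.

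The pipeline was tested on simulated data built from the probes' own means and spreads, with 200 of 21873 genes changed by known folds. Noise was drawn for each probe on its own, and shifts were drawn for single arrays, not for groups. On the real arrays genes vary together, so the rates below need not hold for them. No difference between effects was simulated. With the group sizes of the ATB comparison in *Pxr*+/+ males, 89.5% of the changed genes were recovered and 9 unchanged genes were called. With those of the comparison of *Pxr*-/- with *Pxr*+/+ control males the values were 89.5% and 9, and with those of the control females 91.5% and 14. Of the genes with the smallest simulated fold change, 69.7%, 70% and 74.6% were recovered in the same order. A simulated shift of 0.5 in the sterol list was estimated at 0.503. The xenobiotic list, simulated with no shift, was estimated at -0.09 with a camera p-value of 0.0101 and a fry p-value of 0.0797, so a camera call alone with a small shift is weak evidence.

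Left out were the cage of each mouse, which is not given, and the hepatic genes that the paper measured by qPCR only, the metabolome and the gut microbiota, which were not analysed here.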

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

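In this part, the tests on other splits of the mice were set beforehand. The tests under quantile normalization, on the spike-in transcripts, on the 263 genes, on the genes near *Nr1i2* and on the heat shock list were chosen only after the result was seen.

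A single mouse lay far from the 5 others of its group in 7 cases, among 136 groups of values tested, where chance at 1 in 20 gives 6.8. The score of the xenobiotic list was 0.158 in the female *Pxr*-/- Cont replicate 1 (the others 0.474 to 0.606). The signal (log2) of *Slco1a4* in the same mouse was 10.117 (the others 10.917 to 11.333). In the female *Pxr*+/+ Cont replicate 4, *Fasn* was 15.691 (the others 16.644 to 17.186) and *Scd1* was 15.23 (16.877 to 17.405). *Cyp3a11* was 14.647 in the female *Pxr*+/+ ATB replicate 2 (15.226 to 15.524), *Fgf21* was 7.942 in the male *Pxr*-/- ATB replicate 5 (6.191 to 6.623) and *Pigx* was 9.769 in the female *Pxr*-/- Cont replicate 3 (9.292 to 9.463). The number is about that given by chance, and no technical or biological explanation was tested for any of these mice.

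PXR deletion had a different effect in control males and females for 5 genes by the interaction contrast. Among 100 splits of the mice drawn, 6 gave a number as large (the real one included), so that chance cannot be excluded for this count. The technical explanation of a shift of whole arrays was weighed with quantile normalization, which gave 7 genes. Sex is part of the design and stays open as a biological explanation.

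The effect of ATB differed between *Pxr*+/+ males and females for 10 genes. Among 100 splits (the real one included), 2 gave as many, and the other of these gave 45. Chance is therefore argued against but not excluded. The splits exchanged treatment labels within each sex, so they do not test for an equal response alone. Quantile normalization gave 8 genes, so that a shift of whole arrays does not account for the count. *Cyp3a11*, *Cyp3a16*, *Cyp3a41a* and *Cyp3a59*, among the 10, are close relatives and a probe of one could read another, so the 4 may stand for fewer genes. This was not tested. A sex difference in the response, which the design names, stays open, as does the cage, which is not given.

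The effect of ATB differed between *Pxr*+/+ and *Pxr*-/- males for 4 genes, the same 4 *Cyp3a* relatives. Among 100 splits (the real one included), 2 gave as many, and the other of these gave 1369. Chance is therefore argued against but not excluded. The splits exchanged genotype labels within each treatment, so they do not test for an equal response alone. Most genes called with ATB in *Pxr*+/+ males are not among these 4. They were followed in *Pxr*-/- males, where 1 probe per gene was kept, for 263 genes. The signed mean change of these genes in *Pxr*-/- males was above 0 (exact permutation test, p = 0.00216, the smallest that 5 mice against 6 allow), and the slope of the changes in *Pxr*-/- on those in *Pxr*+/+ males was 0.504. A shift of whole arrays is argued against, because quantile normalization left the signed mean of 253 genes at 0.335 in *Pxr*-/- males (exact permutation test, p = 0.00216). A candidate explanation is a response to ATB that both genotypes share and that is smaller without PXR. The slope is lowered by the choice of the genes in *Pxr*+/+ males, and the cages are unknown, so that neither a PXR-dependent nor a PXR-independent part can be given a size from these data.

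Relative to the 8 spike-in probes, which the paper does not analyse, the 75th percentile of the gene signal in control *Pxr*+/+ males differed from that in females by -0.275 on the log2 scale (exact permutation test, p = 0.00866). The gene signal differed by -0.23 and the spike-in signal by 0.04. Labelling, hybridization and scanning act on spike-in and liver RNA alike, and are argued against as the cause of the difference by this test. Of the sex-biased genes, 93.1% were female-biased after CrossNorm, 95.1% after scaling on the spike-in transcripts and 50.5% after quantile normalization. Quantile normalization centres every array and brings the calls toward balance whatever the cause, so that a shift of whole arrays cannot be told apart from changes of many single genes. The amount or purity of the RNA that entered the labelling and a larger share of mRNA in female livers also stay open, and neither was tested.

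The heat shock list, which the paper does not discuss, changed with ATB in females by -0.38 relative to other genes, as a mean of both genotypes. Exact permutation of the treatment labels within each genotype gave p = 0.000298, for a list chosen after its result was seen. In single genotypes, the exact permutation test gave p = 0.0303 (adjusted p = 0.108) in *Pxr*+/+ and 0.013 (adjusted p = 0.0594) in *Pxr*-/- females. Chance differences between mice are therefore argued against by the joint test only. A shift of whole arrays that is equal for all genes cancels in this measure, so quantile normalization does not test it. With that normalization the change was -0.38 in *Pxr*+/+ females, with a camera p-value of 6.12e-15. In *Pxr*+/+ females all 18 genes of the list were lower (camera adjusted p = 4.45e-10, fry adjusted p = 0.0353), limma called 0 of them over all genes, 12 at an unadjusted p below 0.05 and 11 adjusted over the list alone. In *Pxr*-/- females fry did not call the list (camera adjusted p = 1.68e-11, fry adjusted p = 0.488) but did under quantile normalization (adjusted p = 0.0316), and limma called 0 genes over all genes, 7 at an unadjusted p below 0.05 and 0 adjusted over the list alone. In males the list changed by -0.06 as a mean of both genotypes (exact permutation test, p = 0.61). The change was -0.17 in *Pxr*+/+ males (exact permutation test, p = 0.158) and 0.05 in *Pxr*-/- males (p = 0.831). Under quantile normalization, 0 of the 18 genes were higher in *Pxr*+/+ males (-0.19, camera adjusted p = 0.00118, fry adjusted p = 0.215), so a fall in these males stays open. The difference between *Pxr*+/+ males and females was called by camera (adjusted p = 0.0396) but not by fry (adjusted p = 0.198). The order of killing and the cage could change such genes as well, and neither is given. A response to ATB in females remains a hypothesis.

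Genes around *Nr1i2* differed between genotypes in both sexes, which the paper does not report. Of 20 genes called the same way in control males and females, 5 (25%) lie within 20 Mb of *Nr1i2*, where 335 of 21769 genes (1.54%) lie (1-sided Fisher's exact test, p = 1.07e-05). They are *Senp5* (log2 -0.98 in males and -0.82 in females), *Pigx* (-1.05 and -1.13), *Tctex1d2* (0.85 and 0.81), *Hspbap1* (-0.60 and -0.38) and *Ift57* (1.61 and 1.49). This is consistent with DNA of another mouse strain that remained around the deleted gene after backcrossing, through a different sequence under the probe or a different expression. An effect of the deletion on neighbouring genes was not tested. Changes of these 5 genes are therefore no evidence of a target of PXR. The same caution holds for *A130072N09Rik*, which lies in this window and was called lower in *Pxr*-/- control females.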

How the results depend on the processing

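In this part, the splits of the mice and the alternatives were set beforehand, except 3 alternatives chosen only after the data were seen: the authors' processed values with no wash batch in the model, scaling on the spike-in transcripts, and CrossNorm with other random stacks. The tests of the 15 lists under quantile normalization were added after that as well. For the changes below, the cause was not tested unless it is named.

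Among the values of the main results under the 11 alternatives, 164 stayed the same, 72 moved and 6 went past the threshold. With 1 array left out, these numbers were 266, 91 and 7, and for the 3 added alternatives 40, 25 and 1. A number of genes counts as moved when it is more than 1.5 times the main value or the reverse, and a share of genes that stayed biased when it lies outside the binomial 95% interval of the main share, which is narrow for many genes, so that some of the moves below are small. A list or a Fisher's exact test stayed the same when it kept its direction and side of the threshold. Under every alternative, the sterol list in *Pxr*+/+ males with ATB (0.62 to 0.68), the xenobiotic list in the same mice (-0.27 to -0.22) and the macrophage list in *Pxr*-/- control females (-0.66 to -0.59) kept their direction and their camera call, and the number of genes that responded differently to ATB in *Pxr*+/+ and *Pxr*-/- males was 4. Between 7 and 13 genes responded differently in *Pxr*+/+ males and females. With the slide in place of the wash batch, none of the main results moved.

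Quantile normalization of all 47 arrays, which removes a shift of whole arrays by construction, gave 56 genes higher and 17 lower in *Pxr*-/- control males, 125 and 168 in *Pxr*-/- control females, and 1976 male-biased and 2015 female-biased genes, of which 52.18% and 52.9% stayed so in *Pxr*-/- mice and 51.57% and 65.16% after ATB. ATB changed 55 genes in *Pxr*-/- males, 9 in *Pxr*+/+ and 26 in *Pxr*-/- females. Of the 26, 38.46% were sex-biased (Fisher's exact test, p = 0.0123). The processed signal less the 75th percentile, which removes such a shift too, gave 15 genes lower in *Pxr*-/- control males, 107 higher and 115 lower in *Pxr*-/- control females, and 1841 male-biased and 2443 female-biased genes, of which 54.86% and 56.2% stayed so in *Pxr*-/- mice and 51.17% and 68.44% after ATB. ATB changed 64, 7 and 24 genes in the same 3 groups, 3 genes differed in their *Pxr*-/- effect between the sexes, and 54.17% of the genes were sex-biased (Fisher's exact test, p = 0.000167). With normexp background correction and quantile normalization, 15 genes were lower in *Pxr*-/- control males, 127 higher and 175 lower in *Pxr*-/- control females, 1484 male-biased (56% still so in *Pxr*-/- mice and 52.83% after ATB) and 1633 female-biased (54.87% and 67.73%). ATB changed 70 genes in *Pxr*-/- males and 11 in *Pxr*+/+ females, and 33.96% of those in *Pxr*-/- females were sex-biased (Fisher's exact test, p = 0.000239).

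The authors' processed values gave 21 genes lower in *Pxr*-/- control males, 96 higher in *Pxr*-/- control females, 934 male-biased (66.81% still so in *Pxr*-/- mice and 68.42% after ATB) and 4070 female-biased genes (45.72% and 47.37%). ATB changed 60 genes in *Pxr*-/- males, 13 in *Pxr*+/+ and 124 in *Pxr*-/- females, 1 gene differed between the genotypes in its response in females, and 35.48% were sex-biased (Fisher's exact test, p = 0.000708). The same values with no wash batch gave 57 genes higher and 23 lower in *Pxr*-/- control males, 124 higher in *Pxr*-/- control females, 972 male-biased (66.36% and 68.21%) and 4212 female-biased genes (46.42% and 48.12%). ATB changed 587 and 91 genes in *Pxr*+/+ and *Pxr*-/- males and 31 and 235 in *Pxr*+/+ and *Pxr*-/- females, 1 gene differed in females, and 34.89% were sex-biased (Fisher's exact test, p = 3.94e-05).

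Without a filter on dim probes, 538 genes were lower in *Pxr*-/- control females, 33.83% of the female-biased genes stayed so in *Pxr*-/- mice and 24.92% after ATB. ATB then changed 200 genes in *Pxr*+/+ males and 7 in *Pxr*-/- females, of which 71.43% were sex-biased (Fisher's exact test, p = 0.00535). With the filter asking for all 47 arrays, 26.26% of the female-biased genes stayed so after ATB and 2 genes differed in their *Pxr*-/- effect between the sexes. With no wash batch, 583 genes were lower in *Pxr*-/- control females and ATB changed 197 genes in *Pxr*+/+ males and 8 in *Pxr*-/- females. When only the groups compared were fitted, with fewer arrays for the spread, 23 genes were higher and 176 lower in *Pxr*-/- control females, 57.02% and 17.38% of male-biased and female-biased genes stayed so in *Pxr*-/- mice, and 75.56% of the male-biased after ATB. ATB then changed 831, 5, 0 and 2 genes in *Pxr*+/+ males, *Pxr*-/- males, *Pxr*+/+ females and *Pxr*-/- females. Without the fold threshold, 37.02% and 25.09% of the female-biased genes stayed so in *Pxr*-/- and in ATB-treated mice, and the sex-biased share was 54.55% (Fisher's exact test, p = 0.0486). Scaling on the spike-in transcripts gave 34 genes higher and 204 lower in *Pxr*-/- control females, 31.3% of female-biased genes still so in *Pxr*-/- mice, 75.5% of male-biased and 35.57% of female-biased genes still so after ATB, 2 genes that differed in their *Pxr*-/- effect between the sexes, and 58, 12, 2 and 3 genes changed by ATB in the same order. Other random stacks in CrossNorm gave 9 genes changed by ATB in *Pxr*-/- females.

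With a replicate block, where mice with the same replicate number were treated as pairs, 37.07% of the female-biased genes stayed so in *Pxr*-/- mice and ATB changed 10 genes in *Pxr*-/- females, and no other main result moved. In 0 of 12 comparisons did every pair deviate from its group means together at a correlation above 0.1 (range of pairs -0.343 to 0.551), so that the numbers do not pair the mice.

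When each array was left out in turn, the lowest and highest numbers were 26 and 37 genes higher and 6 and 12 lower in *Pxr*-/- control males, 33 and 72 higher and 152 and 2959 lower in *Pxr*-/- control females, 496 and 556 male-biased and 5787 and 8133 female-biased genes. The shares that stayed so were 66.79% to 78.72% and 22.66% to 48.14% in *Pxr*-/- mice, and 75.95% to 82.21% and 18.44% to 33.36% after ATB, for male-biased and female-biased genes. ATB changed 142 to 443 genes in *Pxr*+/+ males, 7 to 24 in *Pxr*-/- males, 1 to 159 in *Pxr*+/+ females and 0 to 316 in *Pxr*-/- females, with 36.84% to 100% (of 1 gene) sex-biased. The effects that differed numbered 4 to 5 for ATB between the genotypes in males and 0 to 0 in females, 3 to 8 for PXR deletion between the sexes, and 6 to 19 for ATB between *Pxr*+/+ males and females. The lists ranged from 0.53 to 0.74 (sterol), -0.27 to -0.21 (xenobiotic) and -0.68 to -0.55 (macrophage). Some of these moves rest on single mice. Without the female *Pxr*-/- Cont replicate 3, 2959 genes were lower in *Pxr*-/- control females and ATB changed 316 genes in *Pxr*-/- females. ATB changed 159 genes in *Pxr*+/+ females without the female *Pxr*+/+ Cont replicate 1, and 0 in *Pxr*-/- females without the female *Pxr*-/- ATB replicate 2.

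Among 100 splits of the mice into groups of the same sizes, with the real one included, the number with a result as large is given in brackets. Each split was normalized with 24 random stacks in place of 300, and the real split then gave 851 genes lower in *Pxr*-/- control females and 283, 24, 4 and 9 genes changed by ATB in *Pxr*+/+ males, *Pxr*-/- males, *Pxr*+/+ females and *Pxr*-/- females. Chance is argued against for the following, with no adjustment over them and no account of the cage. For genotype and sex, they are genes higher (2) and lower (2) in *Pxr*-/- control males, higher (3) and lower (1) in *Pxr*-/- control females, and female-biased genes (1). For ATB, they are genes changed in *Pxr*+/+ males (1) and *Pxr*-/- males (1) and the fall in the share of female-biased genes (3). They also include genes whose response to ATB differs between the genotypes in males (2) and between the sexes (2). Of the lists, they are the sterol (1), xenobiotic (1) and macrophage lists (1). Other splits gave up to 1351 genes higher in *Pxr*-/- control females. Nothing is concluded for genes changed by ATB in *Pxr*-/- females (3), where the real split gave 9 genes and another split gave 777. Chance cannot be excluded for the number of male-biased genes (8), although for 235 of them, chosen on the same mice, no male overlapped a female. Nor can it be excluded for the share of male-biased (89) and female-biased genes (21) that stayed so in *Pxr*-/- mice. The same holds for genes changed by ATB in *Pxr*+/+ females (5), the share of male-biased genes after ATB (93) and genes whose *Pxr*-/- effect differs between the sexes (6). The splits decide nothing for genes whose response to ATB differs between the genotypes in females (100), as the real number was 0, and nothing for the sex-biased share of the genes changed in *Pxr*-/- females (2), as most other splits called no gene. Every slide held 1 array of almost every group, so no comparison follows a slide.

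The change of *Fasn* with ATB in *Pxr*+/+ males turned negative under quantile normalization (-0.11), the processed signal (-0.071), normexp (-0.095), the authors' processed values (-0.058, also with no wash batch) and scaling on the spike-in transcripts (-0.038). With 1 array left out it ranged from -0.26 to 0.28. Near 0, the direction also turned with 1 array left out for *Elovl6* (-0.043 to 0.38) and *Scd1* (-0.16 to 0.034) in *Pxr*+/+ males, *Cyp3a11* in *Pxr*+/+ females (-0.12 to 0.16) and *Cyp2c55* in *Pxr*-/- males (-0.12 to 0.012). Of the named genes with a call, *Wfdc2* and *Mypop* lost theirs under 4 of the 11 alternatives, *Pde6c* under 2, and *Cyp2g1*, *Sult1e1* and *Csad* under 1, as did *Moxd1*, *Cyp2b9* and *Cyp2b10* for ATB in *Pxr*-/- males and *Tmeff2* for the difference between the sexes.

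Signal over background limits the dim genes. *Tmeff2* in control males ranged from 1.50 to 4.35 and *Moxd1* in *Pxr*-/- males with ATB from 3.46 to 5.95 over the alternatives, since a group near background takes its value from the way background is treated. Their fold changes, and those of *Cyp4a12b* (7.19 to 10.75) and *Sult2a2* (-13.18 to -9.26) between the sexes, are known in direction more than in size. A gene whose probes were well above background in fewer than 5 arrays of every group was not tested.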

Differences from the paper's values

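Of 53 values compared with those of the paper, 11 differ, among them 1 of 37 log2 fold changes. A count, share or p-value was taken to be within the paper's value when the larger of the 2 was at most 1.5 times the smaller, and a fold change when it had the same sign and lay within its standard error. For 3 further fold changes, the paper's list holds another probe of the gene, which was seen only after the values were compared, and they were left out. The other values are those of the text or of the size of a list in a supplementary file.

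In control males, 35 genes were higher in *Pxr*-/- mice here and 53 in the paper, and 7 were lower here and 22 in the paper's list (Additional file 5). In control females, 53 were higher here and 110 in the paper. For these 3 values, 4 of 11 alternatives set before the data were examined lie within the paper's value: quantile normalization (56, 17 and 125), the processed signal less the 75th percentile (52, 15 and 107), normexp with quantile normalization (52, 15 and 127) and the authors' processed values (48, 21 and 96). The 7 others do not: no filter, the filter on all 47 arrays, no wash batch, the slide, the replicate block, only the groups compared and no fold threshold. For the genes higher in males, 2 of 11 fits with 1 array left out also lie within it. The authors' processed values with no wash batch in the model gave 57, 23 and 124, a setting chosen after seeing the values.

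Female-biased genes in control *Pxr*+/+ mice numbered 7518 here and 3691 in the paper. Of the 11 alternatives set before the data were examined, only the authors' processed values lie within the paper's value (4070), and the 10 others do not. With no wash batch in the model for the same values, chosen after seeing the values, the number was 4212.

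Of the female-biased genes, 27.32% stayed female-biased after ATB here and 49% in the paper. The same 4 of 11 alternatives set before the data were examined are within the paper's value: quantile normalization (65.16%), the processed signal (68.44%), normexp (67.73%) and the authors' processed values (47.37%). The other 7 are not, and 2 of 24 fits with 1 array left out are. The authors' processed values with no wash batch, chosen after seeing the values, gave 48.12%, and scaling on the spike-in transcripts, also chosen after seeing the values, gave 35.57%.

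ATB changed 24 genes in *Pxr*-/- males here and 12 in the paper. None of the 11 alternatives set before the data were examined lies within the paper's value (range 5 to 70). With 1 array left out, 7 of 11 fits do, and scaling on the spike-in transcripts, chosen after seeing the values, gave 12.

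ATB changed 4 genes in *Pxr*+/+ females here and 25 in the paper. None of the 11 alternatives set before the data were examined is within the paper's value (range 0 to 13). The authors' processed values with no wash batch in the model, chosen after seeing the values, gave 31.

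In *Pxr*-/- females, ATB changed 44 genes here and 166 in the paper, and 21 of them were sex-biased here and 57 in the paper. Of the 11 alternatives set before the data were examined, only the authors' processed values are within both of the paper's values (124 genes, 44 sex-biased), and the 10 others are not. With no wash batch for the same values, chosen after seeing the values, 235 genes changed and 82 were sex-biased.

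The Fisher's exact test of these sex-biased genes gave p = 0.0904 here for more sex-biased genes than among all genes, and the paper gives 0.99. None of the 11 alternatives set before the data were examined is within the paper's value (0.000167 to 0.604). The opposite tail, for fewer sex-biased genes, gave p = 0.95 in Fisher's exact test, and was computed after seeing the values.

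*Moxd1* rose with ATB in *Pxr*-/- males by 4.25 (log2) here and by 3.61 in the paper's list. Of 10 alternatives set before the data were examined that gave a value, normexp with quantile normalization (3.46) is within the paper's value by the standard error of 0.49 and the 9 others are not. With 1 array left out, 4 of 11 fits are.

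The paper states from qPCR that *Fasn*, *Elovl2*, *Elovl3* and *Elovl5* fell with ATB in *Pxr*+/+ but not in *Pxr*-/- males. On the arrays, 0 of the 4 genes were called by limma in *Pxr*+/+ males. *Fasn* changed by 0.03 in *Pxr*+/+ and -0.53 in *Pxr*-/- males, *Elovl2* by -0.16 and -0.45, *Elovl5* by -0.27 and -0.42, and *Elovl3* fell by more in *Pxr*+/+ males (-0.62 and -0.29). On another probe, *Elovl5* changed by -0.26 and -0.23.

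The paper states from qPCR that *Pxr*, *Cyp3a11* and *Cyp2c55* were not significantly different between the sexes at the time of killing. On the arrays of control *Pxr*+/+ mice, *Cyp3a11* was lower in males (log2 -1.11, adjusted p = 4.54e-06), while *Cyp2c55* (0.46, adjusted p = 0.145) and *Nr1i2* (-0.33, adjusted p = 0.137) were not called. The *Cyp3a11* probe can take up signal of its close relatives, so the arrays and qPCR need not have measured the same transcripts. A second probe of *Cyp2c55* gave 0.02 (adjusted p = 0.95), and under quantile normalization the first was called, at 0.72.

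Of the genes in the paper's lists, matched by accession, those called here in the same direction number 35 of 53 higher and 7 of 22 lower in *Pxr*-/- control males, 46 of 110 and 671 of 771 in *Pxr*-/- control females, 446 of 784 male-biased in *Pxr*+/+ mice, 187 of 295 higher and 41 of 115 lower with ATB in *Pxr*+/+ males, 5 of 5 and 5 of 7 with ATB in *Pxr*-/- males, 2 of 23 lower with ATB in *Pxr*+/+ females and 30 of 126 higher with ATB in *Pxr*-/- females. The authors' processed values with no wash batch, chosen after seeing the values, call all of these genes except 1 of the 126.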

Other observations

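In this part, the test on the shared control females was set beforehand. The tests under quantile normalization, on the spike-in transcripts, on the macrophage list, on *Cyp2c55* and *Nr1i2*, and on the paper's lists were chosen only after the result was seen.

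Most genes called in *Pxr*-/- against *Pxr*+/+ control females were lower (94.4%). The share was 85.7% after scaling on the spike-in transcripts and 57.3% after quantile normalization. Quantile normalization centres every array and brings the calls toward balance whatever the cause, so that a shift of whole arrays cannot be told apart from changes of many single genes. Labelling, hybridization or scanning cannot be told apart from a change in the liver, because the gene signal less the spike-in signal differed by -0.13 (exact permutation test, p = 0.0909). Most genes called with ATB in *Pxr*+/+ males were higher (86.2%), against 37.9% after scaling on the spike-in transcripts and 35% after quantile normalization, and a shift of whole arrays cannot be told apart from single changes for the same reason. Here too, labelling, hybridization or scanning cannot be told apart from a change in the liver, since the gene signal less the spike-in signal differed by 0.04 (exact permutation test, p = 0.649). The counts of higher and lower genes in these comparisons therefore depend on whether a shift of whole arrays is kept or removed.

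The fall of the macrophage list in *Pxr*-/- control females is not accounted for by 1 outlying mouse (-0.55 as the weakest value with a mouse left out) or by the slide (a camera p-value of 3.42e-13 with the slide as a block). A shift of whole arrays that is equal for all genes cancels in the list less other genes. It cannot cause the fall, and the value of -0.62 under quantile normalization is no test of it. The macrophage score fell by more than the mean score of the endothelial, stellate and cholangiocyte lists (difference -0.53, exact permutation test, p = 0.013). That mean joins endothelial and stellate lists that fell with a cholangiocyte list that rose. It therefore cannot exclude a smaller share of several kinds of non-hepatocyte cells. The most abundant genes of the list were *Cd5l* (13.78 in *Pxr*+/+ and 12.94 in *Pxr*-/- control females on the log2 scale), *Lyz2* (13.77 and 12.70) and *Csf1r* (13.20 and 12.19). Fewer macrophages or a lower expression in the same number of cells would both give this, and neither was tested. An effect in females alone cannot be told apart from an effect in both sexes (exact permutation test, p = 0.428, and fry, unadjusted p = 0.243). The permutation test is weakened by the sex difference of the list. Whether the *Pxr*+/+ control females alone stand high is also open. After ATB, the list was lower in *Pxr*-/- than in *Pxr*+/+ females by 0.37 (exact permutation test, p = 0.171), whereas in males it was higher in *Pxr*-/- than in *Pxr*+/+ mice by 0.27 (exact permutation test, p = 0.433). This male difference leans on the male *Pxr*-/- ATB replicate 1, which scored 1.111, while the others of its group lay between -0.791 and -0.002. ATB itself changed the list by -0.44 in *Pxr*+/+ females (exact permutation test, p = 0.0974).

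*Nr1i2* was not called lower in *Pxr*-/- mice. Mislabelled mice are argued against, because 0 *Pxr*-/- mice lay inside the range of *Pxr*+/+ mice at *Cyp2c55*. *Senp5*, near *Nr1i2*, also gave 0 in every comparison. *Pigx*, near it as well, gave 1 of 6 *Pxr*-/- mice among ATB-treated females and 0 in the other comparisons. Signal of what remains of the transcript, or of another transcript, could keep the level up and cannot be told apart from a transcript of the whole gene, since only 1 probe of *Nr1i2* was tested. In ATB-treated mice, *Nr1i2* differed between *Pxr*-/- and *Pxr*+/+ mice by -0.57 (adjusted p = 0.0801) in males and by -0.50 (adjusted p = 0.709) in females.

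The fold changes in the paper's lists for ATB in *Pxr*-/- males (Additional file 8E and 8F) differ from those of a model without a batch on the authors' processed values by up to 0.639 (log2). For the 11 other lists with fold changes the largest difference is 4.98e-06. The 643 probes of Additional file 3 gave a largest difference of 6.67e-07 for ATB in *Pxr*-/- males. This is consistent with lists 8E and 8F resting on other arrays or values than the deposited ones.

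Across 21873 genes, the changes with PXR deletion and with ATB correlated in females (r = 0.506). Both are measured against the same *Pxr*+/+ control females. With unchanged groups simulated against 1 shared control group, r lay between 0.155 and 0.721 (median 0.488), and 43 of 100 simulations gave a value as high, so the shared control females are a possible explanation and the correlation is no evidence of a common response. In males r was 0.319, and 95 of 100 simulations were as high. The changes with ATB in *Pxr*+/+ and in *Pxr*-/- mice, which share no mouse, correlated at 0.408 in males and 0.246 in females.

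Between ATB-treated mice of the 2 genotypes, 76 genes were higher and 217 lower in *Pxr*-/- than in *Pxr*+/+ males, and 42 higher and 11 lower in females. *Cyp3a11* was higher in *Pxr*-/- males by 2.39 (adjusted p = 2.97e-13).

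With ATB in *Pxr*+/+ males, the hepatocyte list rose by 0.06 relative to other genes (camera adjusted p = 0.0157, fry adjusted p = 0.0132), with 24 of its 25 genes higher, 1 called over all genes and 3 adjusted over the list alone. The number of higher genes and fry also take up the median change of 0.10 over all probes in this comparison. Under quantile normalization, which removes it, 18 of the 25 genes were higher, by 0.06 relative to other genes (camera adjusted p = 0.0412, fry adjusted p = 0.000875). The clock list, with 17 genes tested, rose by 0.29 and was called by neither test (camera adjusted p = 0.864, fry adjusted p = 0.101), with 0 genes called by limma over all genes, 2 at an unadjusted p below 0.05 and 0 adjusted over the list alone. In *Pxr*-/- males the hepatocyte list changed by 0.01 (fry adjusted p = 0.711) and the clock list by -0.02 (fry adjusted p = 0.711).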
